# A MAC2-positive progenitor-like microglial population is resistant to CSF1R inhibition in adult mouse brain

**DOI:** 10.7554/eLife.51796

**Published:** 2020-10-15

**Authors:** Lihong Zhan, Li Fan, Lay Kodama, Peter Dongmin Sohn, Man Ying Wong, Gergey Alzaem Mousa, Yungui Zhou, Yaqiao Li, Li Gan

**Keywords:** microglia, adult microglial progenitors, csf1r signaling, Mac2, microglia homeostasis, myeloid cells, Mouse

## Abstract

Microglia are the resident myeloid cells in the central nervous system (CNS). The majority of microglia rely on CSF1R signaling for survival. However, a small subset of microglia in mouse brains can survive without CSF1R signaling and reestablish the microglial homeostatic population after CSF1R signaling returns. Using single-cell transcriptomic analysis, we characterized the heterogeneous microglial populations under CSF1R inhibition, including microglia with reduced homeostatic markers and elevated markers of inflammatory chemokines and proliferation. Importantly, MAC2/*Lgals3* was upregulated under CSF1R inhibition, and shared striking similarities with microglial progenitors in the yolk sac and immature microglia in early embryos. Lineage-tracing studies revealed that these MAC2+ cells were of microglial origin. MAC2+ microglia were also present in non-treated adult mouse brains and exhibited immature transcriptomic signatures indistinguishable from those that survived CSF1R inhibition, supporting the notion that MAC2+ progenitor-like cells are present among adult microglia.

## Introduction

Microglia are the primary innate immune cells in the CNS, capable of mounting inflammatory responses and phagocytosis. They can be distinguished from other CNS cell types by their distinctive ramified morphology and expression of common myeloid markers including CD11b and ionized calcium-binding adaptor molecule 1 (IBA1). In addition to immune functions, microglia carry out a multitude of neurotrophic functions during CNS development and homeostasis (Kierdorf and Prinz, 2017). Microglia also play critical pathological roles in a wide spectrum of neurodegenerative conditions, including Alzheimer’s disease, Parkinson’s disease, Huntington’s disease, and Amyotrophic lateral sclerosis (Hickman et al., 2018). A number of disease genes were found to be highly expressed in microglia (Hansen et al., 2018), such as *Trem2* (Abduljaleel et al., 2014; Jonsson et al., 2013) and *Grn* (Baker et al., 2006), highlighting the importance of microglia in neurodegenerative diseases.

Unlike other CNS glial cells, microglia originate from the embryonic mesoderm and follow a convoluted developmental journey (Rezaie and Male, 2002). It starts with the emergence of c-kit+ erythromyeloid progenitors in the yolk sac, known as primitive hematopoiesis, which then influx into the developing parenchyma via circulation (Ginhoux et al., 2010) in an IRF-8, PU.1-dependent manner (Kierdorf et al., 2013). Seeded microglial progenitors persist in the CNS and continue to expand and mature until adulthood (Matcovitch-Natan et al., 2016). In general, developing microglia can be distinguished by well-defined developmental intervals from the yolk sac to the adult, and transcriptional programs associated with each of these stages have been meticulously mapped (Matcovitch-Natan et al., 2016; Hammond et al., 2019). In particular, homeostatic maturation in microglia requires the transcription factor MAFB (Matcovitch-Natan et al., 2016) as well as TGF-beta signaling (Butovsky et al., 2014; Zöller et al., 2018), and can be distinguished by homeostatic markers such as *Tmem119* (Bennett et al., 2016) and *P2ry12* (Haynes et al., 2006). Interestingly, we recently discovered that adult newborn microglia follow a similar maturation path (Zhan et al., 2019), suggesting that the developmental plasticity of microglia in the adult brain might be an underlying feature of microglial homeostasis (Santambrogio et al., 2001). Unlike other tissue myeloid populations such as monocytes and macrophages, the resident microglial pool receives no significant replenishment from circulation and is internally maintained by self-renewal (Mildner et al., 2007; Ajami et al., 2007), even under conditions of acute ablation (Bruttger et al., 2015; Huang et al., 2018; Zhan et al., 2019). It is thus not surprising that microglia have an extremely long half-life (Lawson et al., 1992), most recently estimated to be 7.5–15 months in the murine CNS (Tay et al., 2017; Füger et al., 2017; Zhan et al., 2019). In contrast, other myeloid populations such as classical monocytes have a half-life of less than 24 hr (van Furth and Cohn, 1968; Yona et al., 2013), and require constant replenishment from a CX3CR1- population in the bone marrow (Fogg et al., 2006).

CSF1R signaling is critical for microglial survival and maintenance. Loss-of-function mutations in either of its two natural ligands, CSF1, and IL-34, results in a significant reduction in microglia number (Wegiel et al., 1998; Greter et al., 2012). Null mutations in *Csf1r* remove 99.7% microglia, while a few morphologically-distinctive microglia near the hippocampus and piriform cortex remain intact (Erblich et al., 2011). In addition, the CSF1R inhibitor PLX5622 (PLX) has been widely used as a research tool to acutely deplete microglia. While depletion efficiency varies, complete microglial ablation has never been reported (Acharya et al., 2016; Rice et al., 2017; Huang et al., 2018; Zhan et al., 2019). These studies suggest that the adult microglial pool includes a population that does not require CSF1R signaling for survival. Remarkably, the microglial pool can be rapidly regenerated after termination of PLX administration. While an earlier study proposed a hidden NESTIN+ progenitor pool responsible for repopulation (Elmore et al., 2014), we and others found that the remaining microglia were solely responsible for microglial repopulation (Huang et al., 2018; Zhan et al., 2019), consistent with the notion that a subpopulation of microglia exhibit progenitor-like features. Our current study applied single-cell RNA-sequencing (scRNA-seq) to examine this resilient microglial population after acute CSF1R inhibition with PLX. We found that among the PLX-resistant microglia, there was a subpopulation of cells with high-expression of *Mac2* that displayed immature microglial gene signatures. Interestingly, this subpopulation also existed in the homeostatic microglial pool. Together, our data uncovered a progenitor-like microglial state that likely contributes to the basal proliferation of microglia in the brain.

## Results

### Single-cell RNA-seq profiling of microglia under CSF1R inhibition and early repopulation

To examine the transcriptome profiles of the CSF1R inhibitor-resistant microglial population, we performed scRNA-seq on the remaining microglia from six C57BL/6J mice (two brains/sample) that were treated with PLX diet (D0) (Figure 1a). To investigate early stage adult newborn microglia, we included an additional four mice (two brains/sample) that were switched to a control diet for 2 days after PLX treatment (D2) (Figure 1a). Microglia from three age-matched non-treated mice were used as controls (Ctrl) (Figure 1a). Similar to our previous results (Zhan et al., 2019), oral dosing of 1200 mg/kg PLX in C57BL/6J mice for two weeks resulted in about 90% removal of CD11b+ myeloid cells in the CNS (Figure 1—figure supplement 1). Single-cell suspensions were stained with CD11b antibody for myeloid population purification via fluorescence activated cell sorting (FACS) (Figure 1—figure supplement 1), followed by the 10x Genomics single-cell RNA-seq platform (Figure 1b).

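For each of 9 libraries (3 Ctrl, 3 D0 and 3 D2), the authors deposited the barcodes kept as cells and the number of unique molecular identifiers (UMIs) counted for each of 31053 genes in each barcode, without normalization. A UMI is a random tag attached to a transcript before amplification, so that the PCR copies of 1 captured molecule are counted once. Ctrl mice were not treated, D0 mice had received PLX5622, an inhibitor of CSF1R, at 1200 mg/kg in their diet for 14 days, and D2 mice then had 2 days on a control diet. Each Ctrl library held the CD11b+ cells of 1 brain, and each D0 or D2 library those of 2 pooled brains, so that the library was taken as the replicate. The Ctrl libraries summed to 35018681, 39370542 and 45917088 UMIs, the D0 libraries to 24626018, 61230741 and 51774554, and the D2 libraries to 24739645, 20257894 and 60195759. Where the paper gives depth in reads per cell, the values here count UMIs. The headers of the files name Cell Ranger 3.0.2 for Ctrl-1, for the 3 D0 libraries and for D2-1 and D2-2, and Cell Ranger 3.1.0 for Ctrl-2, Ctrl-3 and D2-3, whereas the methods name 3.1.0 alone. Each version is thus found among the Ctrl libraries, but all D0 libraries share 1 version. The study's limits on UMIs, genes and mitochondrial UMIs per cell were applied, and cells were clustered by the Leiden method on 10 principal components. To compare conditions, raw UMIs were summed per library over a set of cells, and the sums were tested with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, whereas the study used MAST, which takes single cells as its samples. Among the choices that moved values are the libraries and clusters included, the Cell Ranger version as a term in the fit, the filter on low counts, DESeq2 in place of edgeR, the depth to which cells were thinned and the clustering.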

**Figure 1.**
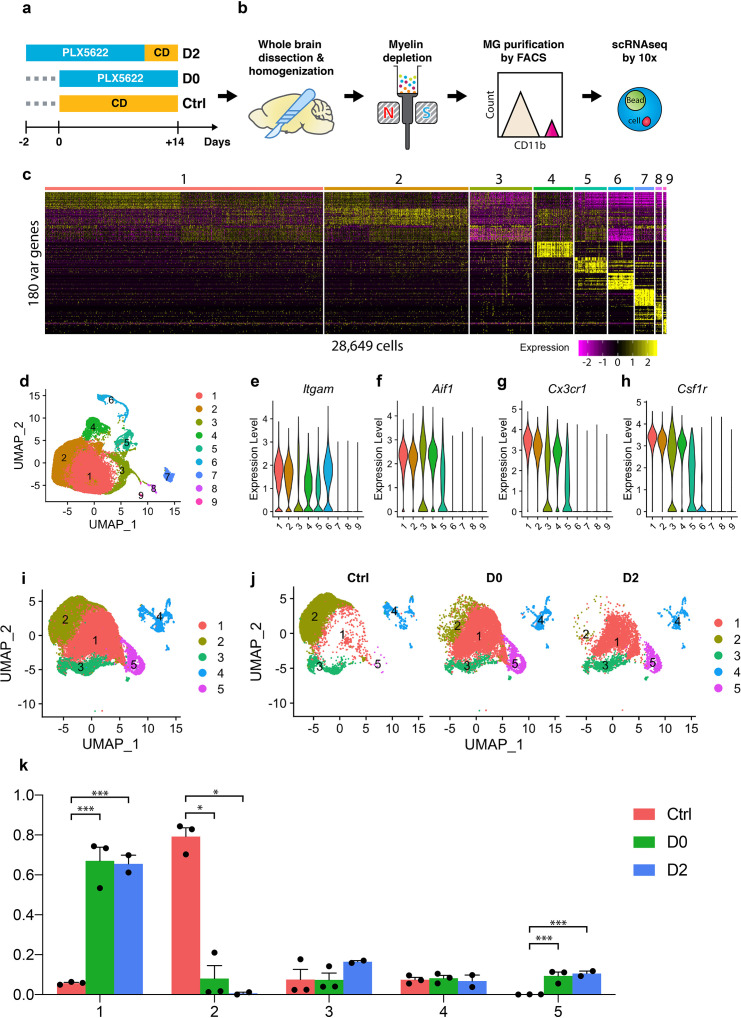
Single-cell RNA-seq profiling of microglia under CSF1R inhibition and early repopulation. (**a**) Experimental design for microglia depletion and repopulation. Mice were placed on PLX diet (1200 mg/kg) for 14 days to deplete microglia (D0). The early stage microglial repopulation (D2) group was switched to control diet (CD) for 2 days. Microglia from each mouse were collected on the same day. A total of 15 female C57BL/6J mice (5 Mo) were used: Ctrl (n = 3); D0 (n = 6, two brains pooled together for FACS); D2 (n = 4, two brains pooled together for FACS); (**b**) Workflow of adult microglia isolation procedures for scRNA-seq capture. Detailed description in methods. (**c**) Heatmap showing the top 180 variable genes detected from 28,649 cells after initial data filtering. (**d**) UMAP plot showing nine distinctive clusters identified from the scRNA-seq data. (**e–h**) Violin plot showing expression of *Itgam, Aif1*, *Cx3cr1,* and *Csf1r in* all clusters. Clusters 6, 7, 8, and 9 were removed from downstream data analysis. (**i**) Reclustered UMAP after removal of clusters 6–9 showing five distinctive clusters. (**j**) UMAP split by experimental conditions. (**k**) Ratio of cells from three treatment groups distributed in each cluster. Ratio of cells was calculated by normalizing to the total number of cells captured in each sample (n = 3 for Ctrl and D0, two for D2). Data shown as mean ± SEM. p-values were calculated using the negative binomial generalized linear model from EdgeR. *p≤0.05; ***p≤0.001. Figure 1—source data 1.Cell distribution in each cluster.

**Figure 1—figure supplement 1.**
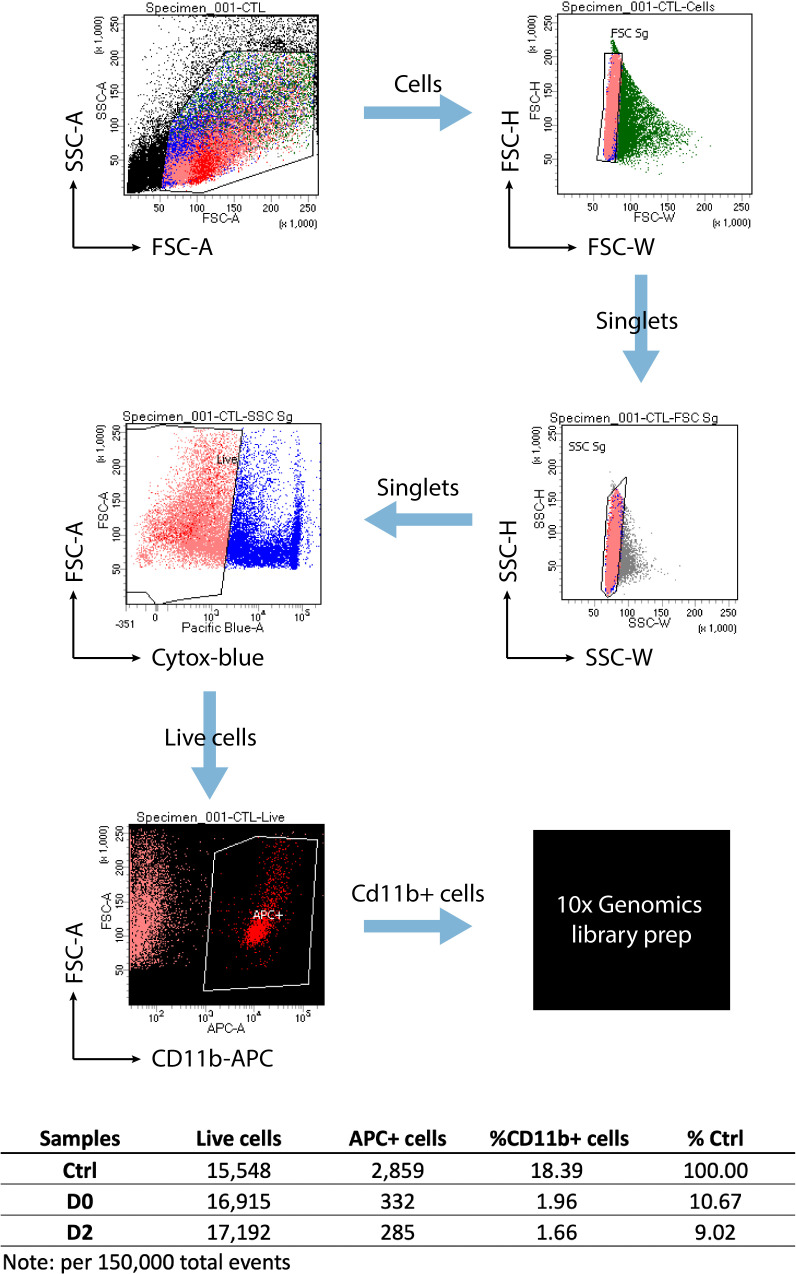
FACS strategy for single-cell microglia isolation. Gating plots used for cell sorting are shown. Plots were generated using BD FACSDiva software. The table at bottom shows the summary from 150,000 events recorded.

**Figure 1—figure supplement 2.**
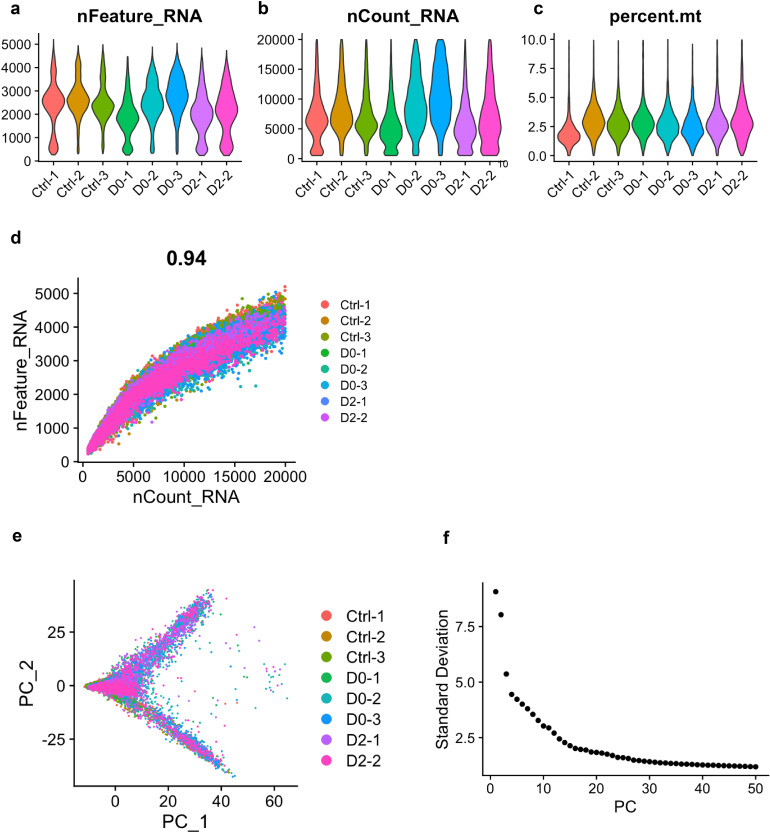
scRNA-seq data quality-control metrics. (**a**) Violin plot showing UMI counts for each treatment group. (**b**) Violin plot showing total number of genes for each treatment group. (**c**) Violin plot showing the parentage of mitochondrial genes per cell for each treatment group. (**d**) Scatter plot showing the correlation between total number of genes detected and total number of UMI counts. Pearson correlation (0.93) is shown. (**e**) Scatter plot from principle component analysis (PCA). PC1 and PC2 are shown. (**f**) Elbow plot showing standard deviation of the first 50 principle components from PCA. Principle components 1 to 10 were used as input for downstream UMAP analysis.

**Figure 1—figure supplement 3.**
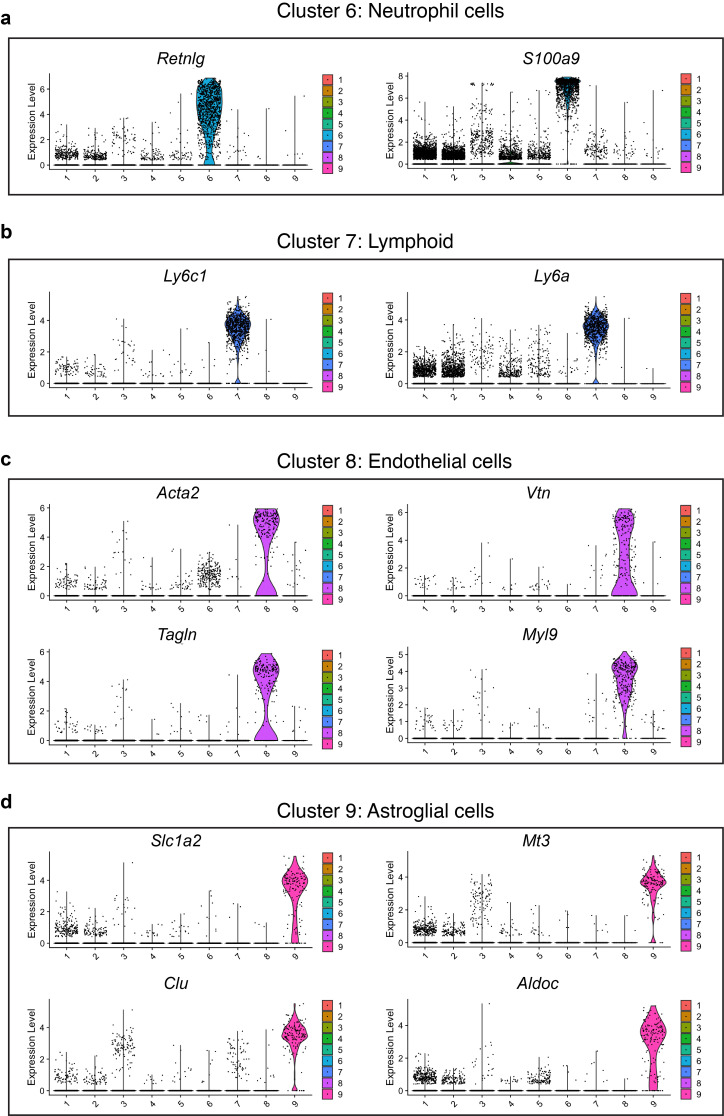
Expression of selected marker genes in clusters 6, 7, 8, and 9. (**a–c**) Violin plots showing the expression of selected marker genes in Cluster-6 (**a**), Cluster-7 (**b**), Cluster-8 (**c**) and Cluster-9 (**d**).

**Figure 1—figure supplement 4.**
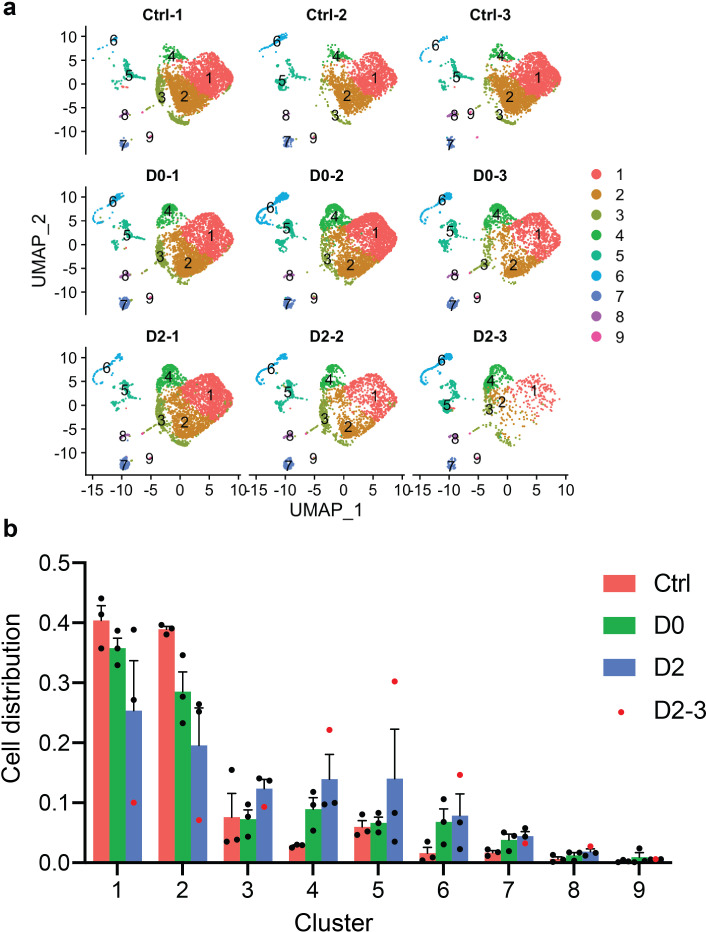
Justification of the removal of sample D2-3. (**a**) UMAP split by samples showing that D2-3 had fewer cells than the other samples. (**b**) Ratio of cells from three treatment groups distributed in each cluster. Ratio of cells was calculated by normalizing to the total number of cells captured in each sample. Red dots represent sample D2-3.

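D2-3, which the paper left out of its analysis for the reason shown in Figure 1—figure supplement 4, kept 1808 cells after the filters, against 3935 in D2-1, 2418 in D2-2 and between 2577 and 4980 in the Ctrl and D0 libraries. The upper limit on UMIs removed 37.3% of its barcodes, compared to 1.44% in D2-1 and 4.35% in D2-2. Neutrophil-like cells made up 13.8% of the cells of D2-3, 2.19% of D2-1 and 6.58% of D2-2. Among the 1432 kept myeloid cells of D2-3, 42.1% fell into the clusters that match Cluster-4, whereas the 8 libraries used in the paper ranged from 3.33% to 9.19%. Cells of D2-3 were placed in the clusters of the 8 other libraries by their 30 nearest neighbours.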

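The 9 libraries held 36391 barcodes, with a mean of 2520 genes and 9979 UMIs per barcode. The filters removed barcodes with under 500 or over 20000 UMIs, under 200 genes or over 10% mitochondrial UMIs. In Ctrl brains 4262, 2577 and 3699 cells passed, in D0 brains 4147, 4980 and 2637, and in D2-1 and D2-2 brains 3935 and 2418. These were 10538 cells from Ctrl, 11764 from D0 and 6353 from D2 brains, 28655 in the 8 libraries the paper used, and 30463 with D2-3. The upper UMI limit took between 1.20% (D0-1) and 24.2% (D0-3) of the barcodes of these 8 libraries.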

After filtering the data using defined quality-control metrics (Figure 1—figure supplement 2), a total of 28,649 cells were obtained from 13 mice (3 Ctrl mice, 6 D0 mice, 4 D2 mice), at a sequencing depth of about 46,000 reads/cell (Figure 1—figure supplement 2). 

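The median of UMIs per kept cell lay between 6426 and 7587 in the Ctrl libraries, between 4810 and 9243 in the D0 libraries and between 5109 and 5948.5 in the D2 libraries used. Median genes per cell were 2389 to 2607 in Ctrl, 1836 to 2697 in D0 and 1979 to 2100 in D2, and the median share of mitochondrial UMIs was 1.82% to 2.95%, 2.42% to 2.81% and 2.73% to 2.83%. For UMIs and genes, the Ctrl range fell within the D0 range, and D0-1 and D2-1 were the shallowest libraries. D2-3 had medians of 8589 UMIs, 2428 genes and 1.89% mitochondrial UMIs. Across the 28655 cells, which are not independent replicates, genes and UMIs per cell correlated with a Pearson's r of 0.930.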

The sequencing quality was comparable between samples, as evidenced by total number of UMI counts, genes, and percentage of mitochondrial genes per cell (Figure 1—figure supplement 2). Following initial principle component analyses (Figure 1—figure supplement 2) and further dimensionality reduction using Uniform Manifold Approximation and Projection (UMAP) (Becht et al., 2019), we identified nine distinctive cell clusters (Figure 1c,d). 

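Clustering of the 28655 cells on the 3000 most variable genes, with 20 neighbours per cell and a Leiden resolution of 0.6, gave 21 clusters. The 43 genes the paper names were left out of it. The paper's text does not name the resolution it used. Clusters were named after markers fixed in advance, where at least 3 of them were detected. Of the clusters, 11 and 14 were neutrophil-like (1175 cells), 12 and 17 endothelial-like (903 cells), 16 mural-like (304 cells), 18 ependymal-like (188 cells), 19 lymphoid-like (154 cells) and 20 astroglial-like (150 cells). Cluster 7 (1254 cells) was led by H2-Eb1, H2-Aa and H2-Ab1 and had 8 markers of border-associated macrophages and 7 of dendritic cells, so that it is not given 1 name, and 15 and 21 were monocyte-like. Clusters 9 and 10, of low UMI counts, stayed unnamed and were kept with the myeloid cells; their share ranged from 1.73% to 13.5% of a library in Ctrl, from 4.55% to 11.5% in D0 and from 11.6% to 12.9% in D2. The remaining clusters were microglia-like.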

Clusters 1–5 expressed *Cd11b*, *Cx3cr1* and *Csf1r*, three myeloid markers, and *Iba1*, a microglia and macrophage-specific calcium-binding protein, while Clusters 6–9 did not (Figure 1e–h). Instead, Clusters 6–9 expressed neutrophil, lymphoid, endothelial and astroglial cell markers, respectively (Figure 1—figure supplement 3). 

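Cd11b is encoded by Itgam (ENSMUSG00000030786, chromosome 7 of GRCm38, 128062640 to 128118491) and Iba1 by Aif1 (ENSMUSG00000024397, chromosome 17, 35170991 to 35176068), both protein-coding. Over the kept myeloid clusters, Itgam reached 421 ± 99.5 CPM (UMIs of a gene scaled to a common total; mean ± SD over the 8 libraries), Aif1 902 ± 87.4 CPM, Cx3cr1 2466 ± 898 CPM and Csf1r 2442 ± 556 CPM. In endothelial-like cells, which should lack them, Cx3cr1 was at 199 CPM and Csf1r at 174 CPM, and in neutrophil-like cells at 396 ± 401 and 458 ± 419 CPM. Aif1 was at 140 ± 111 CPM in neutrophil-like cells and 77.4 CPM in endothelial-like cells. Itgam did not separate these classes in the same way, since neutrophil-like cells held 481 ± 69.4 CPM, above the kept myeloid cells, and lymphoid-like cells 159 ± 24.7 CPM, against 35.3 CPM in endothelial-like cells.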

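Clusters were named by markers that include those of the paper, so that these levels describe the clusters and are no test of them. Neutrophil-like cells had 14226 ± 5007 CPM of Retnlg and 132460 ± 38025 CPM of S100a9 (SD over libraries), whereas kept myeloid cells had 44.4 ± 50.2 CPM of S100a9. Ly6c1 (3725 ± 559 CPM) and Ly6a (3475 ± 599 CPM) were high in endothelial-like cells, and Acta2 (13846 ± 3280 CPM) and Vtn (5680 ± 4072 CPM) in mural-like cells. Slc1a2 (4003 CPM) and Aldoc (2925 CPM) were high in astroglial-like cells, of which 1 library held enough for a value. Neutrophil-like cells made up 0.352%, 3.45% and 0.892% of the cells of the Ctrl libraries, 2.48%, 10.4% and 6.60% of D0 and 2.19% and 6.58% of D2.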

We re-performed clustering after the removal of contaminating cells and identified 5 clusters with 25,954 cells (Figure 1i). 

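Without the neutrophil-, endothelial-, mural-, ependymal-, lymphoid- and astroglial-like clusters, 25781 myeloid cells were kept and clustered again. As before, the 43 genes the paper names were left out, so that the levels of these genes would not define the clusters. This gave 18 clusters of between 158 and 3165 cells. Each was matched to the study's cluster whose 5 heatmap genes were highest in it. Cluster-2 was matched by clusters 2, 3, 7 and 10, Cluster-1 by 4, 5, 8 and 11, Cluster-3 by 1, 9 and 16, Cluster-4 by 14, 15, 17 and 18, and Cluster-5 by 12 and 13. Cluster 6, with 1947 cells and a median of 1681 UMIs, matched none. By the markers set in advance, cluster 14 (653 cells) was dendritic cell-like, cluster 15 (580 cells) border-associated macrophage-like, and clusters 17 (285 cells) and 18 (158 cells) monocyte-like. Other settings gave from 11 to 22 clusters.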

Comparing microglial cells from Ctrl, D0, and D2 samples, we found distinct distributions; those from Ctrl brains were enriched in Cluster-2, while those from D0 and D2 brains were enriched in Clusters 1 and 5 (Figure 1j,k, Figure 1—source data 1).

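To compare cluster sizes, cells were clustered once more without the genes called between conditions, since a cluster drawn from such genes would differ in size by construction; the 14 clusters were then matched as before. In the clusters that match Cluster-2, the share of kept myeloid cells was 66.8% ± 6.23 in Ctrl, 15.6% ± 9.56 in D0 and 4.85% ± 1.24 in D2 (mean ± SD over 3, 3 and 2 libraries). In those that match Cluster-1 it was 16.3% ± 2.99, 37.2% ± 13.4 and 29.4% ± 20.1. By a two-sided exact permutation test, the difference of D0 from Ctrl had p = 0.1 for both, the smallest p that 3 libraries against 3 allow. For D2, p was 0.2 for Cluster-2, the smallest that 2 against 3 allow, and 0.4 for Cluster-1. With edgeR's quasi-likelihood test on cells per cluster, adjusted over both comparisons, 4 of the 14 clusters were called in D0 and 4 in D2. Those of D0 include cluster 5, which matches no cluster of the study. It rose from 2.52% to 15.7% (log2 fold 2.64, adjusted p = 0.0223). Cluster 3, which matches Cluster-1, rose in D0 by a log2 fold of 2.72 (adjusted p = 0.010), and the mitotic cluster 10 in both; without Ctrl-2 or Ctrl-3 the adjusted p of cluster 3 was 0.0579 and 0.0620, and that of cluster 1 in D2, given next, 0.0579 and 0.0636. Cluster 1, which matches Cluster-2, fell in D2 by 6.03 on the log2 scale (adjusted p = 0.023). Without Ctrl-2, or without Ctrl-3, 1 cluster was called in each comparison, and without Ctrl-1 there were 7 in D0 and 6 in D2. Cluster 1 held 1.72% of Ctrl-1 but 60.4% of Ctrl-2 and 60.7% of Ctrl-3, which came from the other Cell Ranger version, and with the version as a term 2 clusters were called in each comparison. Clustering with all 3000 variable genes called 7 clusters in D0 and 10 in D2, and a Leiden resolution of 0.3 called none, with 1 and 3 at an unadjusted p under 0.05. With D2-3 in the fit, 2 clusters were called in D0 and 3 in D2, and the mean of D2 was 22.2% for Cluster-1 and 3.30% for Cluster-2. In D2-3, 7.82% of kept myeloid cells matched Cluster-1, and 3 of its 1432 cells matched Cluster-2.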

### Cluster identification reveals heterogenous microglial populations under CSF1R inhibition

Focusing on microglial Clusters 1–5, we next performed differential expression analysis to identify marker genes for each cluster (Figure 2a, Figure 2—source data 1). Each cluster could be characterized by a set of high-expressing markers (Figure 2a, Figure 2—figure supplement 1).

**Figure 2.**
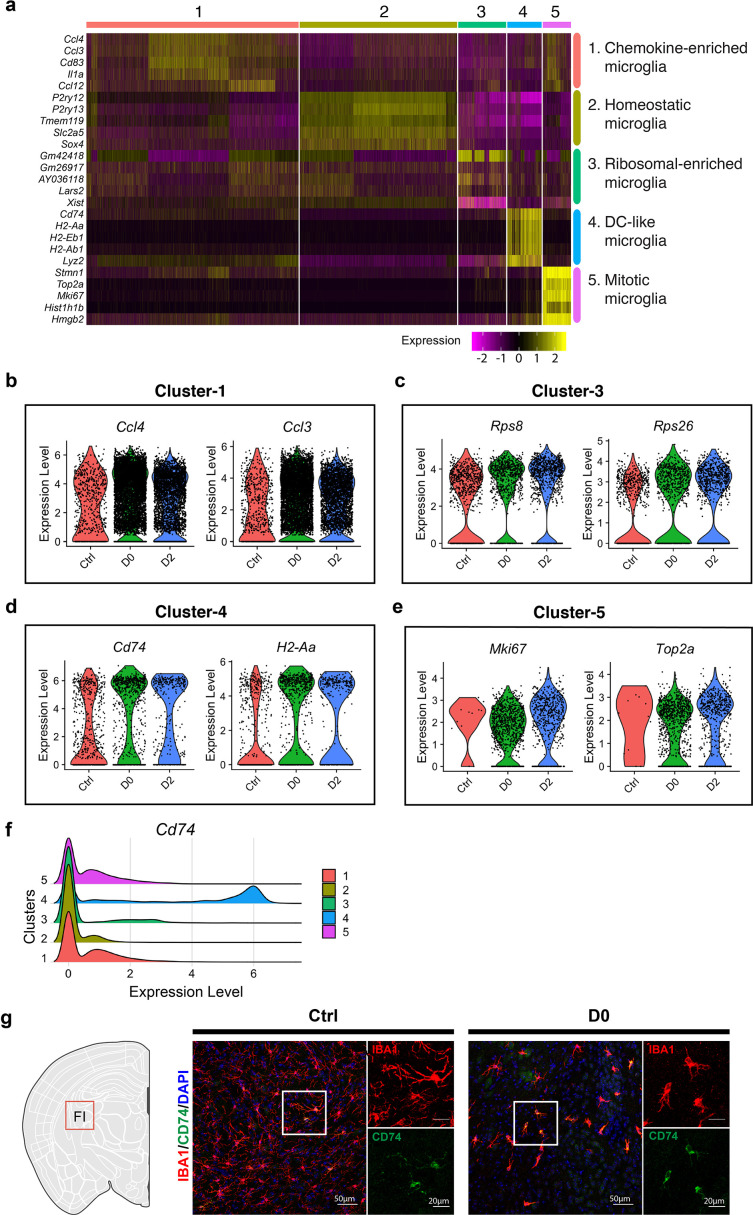
Cluster identity reveals heterogenous microglial population. (**a**) Heatmap showing top-5 marker genes identified from each cluster. Complete list of marker genes can be found in Figure 2—source data 1. Annotation for each cluster is shown on the right. (**b–e**) Violin plot showing expression of selected marker genes in Cluster-1 (**b**), Cluster-3 (**c**), Cluster-4 (**d**) and Cluster-5 (**e**) in naïve C57BL/6J mice (Ctrl), PLX-treated mice (D0, 2 weeks of PLX diet) and repopulating (D2, 2 days after the end of treatment) brains. (**f**) Ridge plot showing expression of *Cd74* in clusters 1–5. (**g**) Representative confocal images showing immunofluorescence staining of CD74 (green) and IBA1(red) in Ctrl and D0 brains. Images were taken from the fimbria (FI). Figure 2—source data 1.DEGs for each cluster vs all other clusters.

**Figure 2—figure supplement 1.**
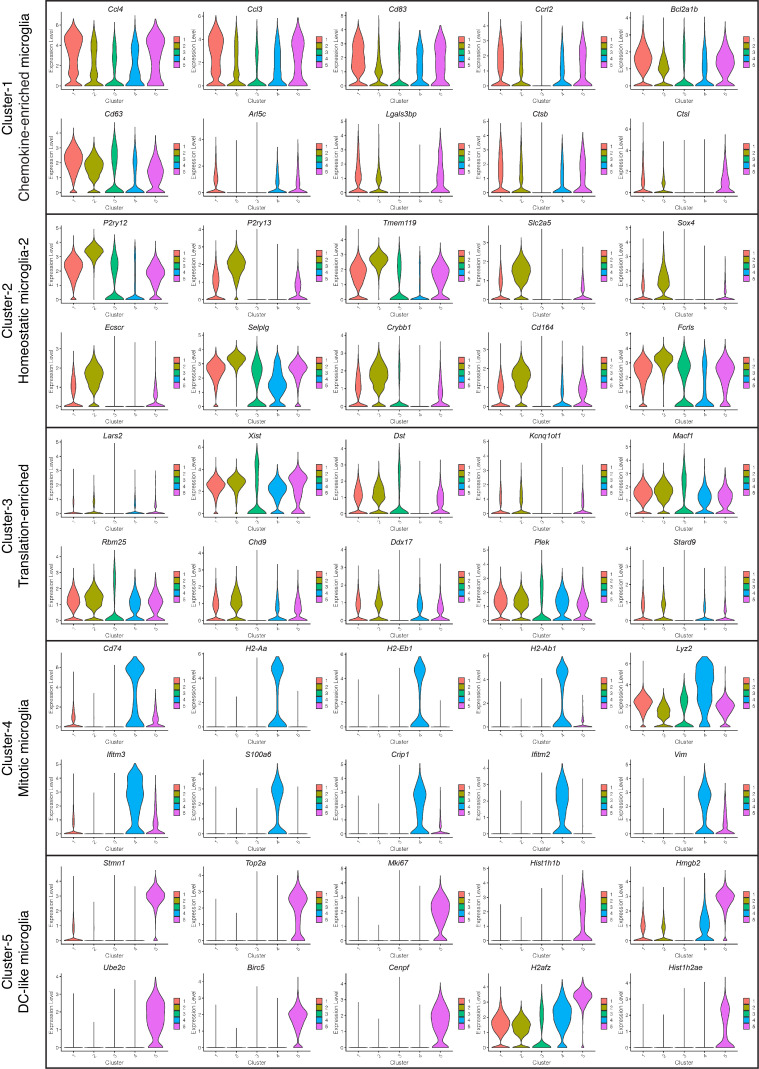
Expression of Top DEGs in microglial clusters 1–5. Violin plots showing the expression of top 10 differentially expressed genes in Cluster-1,–2, −4 and −5. For Cluster-3, top differentially expressed genes are shown except for non-coding and mitochondrial genes. Details in Figure 2—source data 1.

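Ccl3 (ENSMUSG00000000982) and Ccl4 (ENSMUSG00000018930) lie on chromosome 11 of GRCm38, from 83647844 to 83649355 and from 83662584 to 83664683. Both served, with other genes, to match clusters to those of the study, whereas Egr1 did not. Ccl3 was highest in cluster 5 (6568 ± 1595 CPM, SD over libraries with at least 20 cells), and the clusters matched with it, 4, 8 and 11, had from 2835 to 4085 CPM. Cluster 7, which matches the homeostatic cells, had 4487 ± 1985 CPM, and the others from 738 to 3419 CPM. Ccl4 was at 13184 ± 3039 CPM in cluster 5, 8337 ± 3546 CPM in cluster 7 and 1368 CPM in cluster 3. Egr1 did not differ between cluster 5 (1456 ± 510 CPM) and cluster 7 (1465 ± 484 CPM) by more than the spread of libraries, and was 489 ± 286 CPM or less in clusters 4, 8 and 11. Over all kept myeloid cells, none of the 3 genes was called between D0 and Ctrl by edgeR's quasi-likelihood test, with adjusted p of 0.126, 0.0762 and 0.480.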

Cluster-1 exhibited high-levels of inflammatory chemokines, including NF-κB target genes such as *Ccl3*, *Ccl4*, and *Egr1* (Figure 2a,b, Figure 2—figure supplement 1). 

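P2ry12 (ENSMUSG00000036353, chromosome 3 of GRCm38, 59216272 to 59262871), Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) and Trem2 were not used to draw the clusters. P2ry12 and Tmem119 served, with other genes, to match clusters to those of the study, whereas Trem2 did not. Their high levels in the matched clusters 2, 3, 7 and 10 thus follow in part from the match and are no test of it. P2ry12 was highest in clusters 10, 3, 2 and 7, at 3034 ± 299, 2111 ± 953, 2080 ± 890 and 1834 ± 775 CPM. All other clusters had lower means, from 1357 CPM in cluster 9 to 28.9 CPM in the monocyte-like cluster 17, although cluster 1 (1322 ± 651 CPM) and cluster 4 (1274 ± 480 CPM) lay within the spread of cluster 7. Tmem119 was between 978 ± 377 and 1471 ± 187 CPM in the same 4 clusters and at most 817 CPM elsewhere. Trem2 hardly separated them: it was 2864 ± 119 CPM in cluster 10 and 2895 ± 262 CPM in cluster 2, but 2796 ± 405 CPM in cluster 1 and 2675 ± 257 CPM in cluster 4. It fell to 1318 CPM in the border-associated macrophage-like cluster 15 and 251 CPM in the dendritic cell-like cluster 14. Cluster 10 reached the minimum of 20 cells only in the 3 Ctrl libraries, and its median of UMIs was 2.07 times that of its libraries.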

Cluster-2 resembled homeostatic microglia, expressing high levels of homoeostatic genes including *P2ry12*, *Tmem119,* and *Trem2*, while other clusters exhibited reduced expression of homeostatic microglial signatures. Cluster-3, which was enriched in D2 samples, expressed higher levels of genes related to translation and cytoskeleton networks, including Leucyl-tRNA Synthetase 2 (*Lars2*), Dystonin (*Dst*), Microtubule Actin Crosslinking Factor 1(*Macf1*), and ribosomal genes (*Rps26*, *Rps8*) (Figure 2c, Figure 2—figure supplement 1). 

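Lars2 (ENSMUSG00000035202) lies on chromosome 9 of GRCm38, from 123366927 to 123462666. It served, with other genes, to match clusters to those of the study, whereas Dst, Macf1 and Rps26 did not. Among the 3 clusters that match Cluster-3, cluster 16 (363 cells) had 171 ± 124 CPM of Lars2, 608 ± 222 CPM of Dst and 1044 ± 310 CPM of Macf1 (mean ± SD over libraries), the highest means of all clusters. In cluster 9 these genes were at 67.3 ± 41.0, 273 ± 67.2 and 601 ± 128 CPM, and in cluster 1 at 50.2 ± 23.3, 195 ± 45.1 and 367 ± 99.9 CPM, against 280 ± 44.1 CPM of Dst in cluster 3, which matches Cluster-2. The ribosomal gene Rps26 went the other way, with 355 ± 162 CPM in cluster 16, below every other cluster, and 1437 ± 381 CPM in cluster 1. Rps26 was highest in the low-UMI cluster 6 (2214 ± 434 CPM). Cells of cluster 16 were shallow, with a median of UMIs 0.184 times that of their libraries and 6.51% mitochondrial UMIs. The share of cells in the clusters that match Cluster-3, drawn without the genes called between conditions, was 3.46% ± 3.62 in Ctrl, 8.48% ± 7.17 in D0 and 28.3% ± 3.51 in D2 (two-sided exact permutation test, p = 0.3 for D0 and 0.2 for D2, the smallest possible for D2). Of the clusters in that share, cluster 4 of that clustering (2484 cells) rose in D2 from 1.54% to 26.4% (log2 fold 4.09, SE 1.13, adjusted p = 0.0223, edgeR's quasi-likelihood test on cells per cluster), but was not called without Ctrl-2 (0.0708) or Ctrl-3 (0.0792), with the Cell Ranger version as a term (0.105) or with D2-3 (0.131). With D2-3, which had 3 of its 1432 cells in the clusters that match Cluster-3, the mean share of D2 in these clusters was 18.9%.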

Cluster-5 cells, enriched in both D0 and D2 brains, had upregulation of genes involved in mitosis and proliferation, including Marker of Proliferation Ki-67 (*Mki67*) and DNA Topoisomerase 2a (*Top2a*) (Figure 2e, Figure 2—figure supplement 1). 

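Mki67 (ENSMUSG00000031004) lies on chromosome 7 of GRCm38 from 135689784 to 135716361, and Top2a (ENSMUSG00000020914) on chromosome 11 from 98992943 to 99024189. Both served, with other genes, to match clusters to those of the study. Mki67 was at 1342 ± 347 CPM in cluster 13 and 537 ± 211 CPM in cluster 12, the mitotic clusters, at 167 CPM in the monocyte-like cluster 17 and at 46.0 CPM or less elsewhere. Top2a was at 1342 ± 228 CPM in cluster 13 and 414 ± 186 CPM in cluster 12. Over all kept myeloid cells, Mki67 rose by a log2 fold of 5.83 in D0 (SE 0.229, adjusted p = 2.1e-06, edgeR's quasi-likelihood test) and 6.44 in D2, and Top2a by 5.60 and 5.97. D2-3, not used in these comparisons, had 95.0 CPM of Mki67 over its kept myeloid cells.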

Other proliferation markers upregulated in this cluster included Stathmin 1 (*Stmn1*) and Ubiquitin Conjugating Enzyme E2 C (*Ube2c*), a member of the anaphase-promoting complex/cyclosome and regulates cell cycle progression (Figure 2—figure supplement 1). 

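In cluster 13, Stmn1 was at 2233 ± 335 CPM and Ube2c at 656 ± 48.1 CPM, and in cluster 12 at 1686 ± 116 and 572 ± 53.8 CPM. Outside these clusters Stmn1 reached at most 350 CPM and Ube2c at most 106 CPM. Stmn1, unlike Ube2c, was among the genes used to match these clusters to those of the study. In D0 against Ctrl the log2 fold changes were 3.51 for Stmn1 (SE 0.247) and 6.63 for Ube2c (SE 0.546).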

Consistent with this population representing proliferative microglia, the relative frequency of cells in Cluster-5 was markedly increased from 0.12% in Ctrl to approximately 10% in D0 and D2 groups (Figure 1f). 

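In the clustering made without the genes called between conditions, the mitotic cluster (947 cells) held 0.131% ± 0.0439 of the kept myeloid cells in Ctrl, 5.85% ± 1.77 in D0 and 6.50% ± 0.446 in D2 brains (mean ± SD over 3, 3 and 2 libraries). D0 libraries ranged from 3.84% to 7.16%, and the D2 libraries were at 6.18% and 6.81%. The log2 fold change was 5.41 for D0 and 5.56 for D2 (adjusted p = 0.0003 for both by edgeR's quasi-likelihood test on cell counts). Of the other settings, the Leiden resolution of 0.3 changed it most, to log2 fold changes of 2.08 and 2.32, with an adjusted p of 0.0887 in both. With a rule per cell in place of a cluster (UMIs of at least 2 of 8 mitotic genes), the shares were 0.344%, 16.1% and 17.2%, and after thinning every cell to 2000 UMIs they were 0.225%, 9.24% and 11.3%. With D2-3, which had 1.26% of its cells in the cluster, the mean of D2 was 4.75% and the log2 fold change 5.12 (adjusted p = 0.00477).

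**Figure D1:**
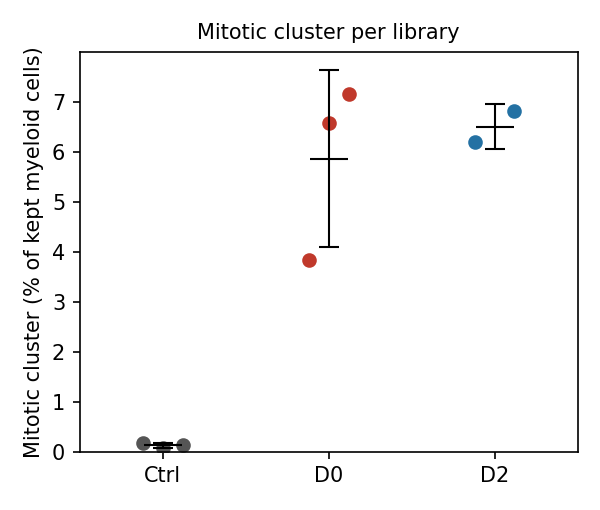
Share of kept myeloid cells in the mitotic cluster (%, y axis) in Ctrl, D0 and D2 libraries; each point is a library, and black marks give the mean ± SD. The D0 and D2 libraries lie between 3.84% and 7.16%, all above the Ctrl libraries, whose mean is 0.131%.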

Cluster-4 cells expressed MHC genes such as *H2-Ab1*, *H2-Eb1*, and *Cd74*, a cell surface receptor for the cytokine macrophage migration inhibitory factor (Mif). 

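H2-Ab1 (ENSMUSG00000073421, chromosome 17 of GRCm38, 34257689 to 34269419) and Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) were left out of the clustering, but served, with other genes, to match clusters to Cluster-4. Of the 4 clusters so matched, the dendritic cell-like cluster 14 had 10856 ± 1577 CPM of H2-Ab1, 10512 ± 1663 CPM of H2-Eb1 and 34701 ± 5236 CPM of Cd74, and the border-associated macrophage-like cluster 15 had 2613 ± 1200, 2992 ± 1380 and 8519 ± 4051 CPM. In the monocyte-like clusters 17 and 18, H2-Ab1 was at 627 ± 300 and 239 ± 305 CPM, and the other clusters had at most 199 CPM, so that cluster 18 did not stand apart from them beyond the spread of libraries. Cd74 was at 3324 ± 1829 CPM in cluster 17 and 1844 ± 880 CPM in cluster 18, which is within the spread, at 383 ± 176 CPM in cluster 5 and at 26.9 CPM in cluster 10.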

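Summed over the kept myeloid cells of each library, H2-Ab1 was at 254 ± 62.3 CPM in Ctrl, 630 ± 159 CPM in D0 and 546 ± 368 CPM in D2 brains, and Cd74 at 802 ± 180, 2186 ± 529 and 2148 ± 1749 CPM (SD, n = 3, 3 and 2 libraries). For D0 against Ctrl, the log2 fold change was 1.31 for H2-Ab1 (SE 0.357, adjusted p = 0.0331), 1.45 for Cd74 (SE 0.413, adjusted p = 0.0379) and 1.23 for H2-Eb1 (SE 0.399, adjusted p = 0.0575), all from edgeR's quasi-likelihood test. For D2 it was 1.10 for H2-Ab1 (adjusted p = 0.0822), 1.42 for Cd74 (adjusted p = 0.0576) and 1.11 for H2-Eb1 (adjusted p = 0.112), none of which passed 0.05, and the D2 libraries differed widely. With each library left out in turn, the adjusted p in D0 vs Ctrl ranged from 0.00695 to 0.110 for H2-Ab1 and from 0.00351 to 0.120 for Cd74. The call of H2-Ab1 in D0 vs Ctrl was lost without Ctrl-2 (adjusted p = 0.0935), Ctrl-3 (0.110), D0-2 (0.0868) or D0-3 (0.100), and that of Cd74 in D0 vs Ctrl without the same libraries (0.103, 0.120, 0.102 and 0.108), while H2-Eb1 in D0 vs Ctrl was called without D0-1 (0.0464), D2-1 (0.0135) or D2-2 (0.0146). With D2-3 added, Cd74 in D2 vs Ctrl had a log2 fold change of 1.57 with an adjusted p of 0.0468, while the adjusted p of Cd74 in D0 vs Ctrl was 0.120 and that of H2-Ab1 in D0 vs Ctrl 0.112. D2-3 itself had 2367 CPM of Cd74 and 629 CPM of H2-Ab1, without TMM scaling.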

The expression of these marker genes was also elevated in microglia from D0 and D2 brains (Figure 2d). Consistent with this, Cd74-positive cells were largely part of the Cluster-4 subpopulation (Figure 2f), and immunostaining for CD74 showed over-representation of CD74-positive microglia in D0 brains, confirming that this cell population is relatively resistant to CSF1R inhibitors (Figure 2g).

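Cells with Cd74 above the mean plus 1 SD of ln(1 + UMIs per 10000), the rule the paper gives for MAC2+ cells, numbered 2595 of the 25781 kept myeloid cells, and had at least 5.17 UMIs of Cd74 per 10000. Of these, 1006 were in the 4 clusters that match Cluster-4, which is 38.8%, or 46.1% ± 19.4 as the mean of the 8 libraries. By library the share was 55.0%, 75.2% and 68.1% in Ctrl, 27.3%, 35.8% and 53.5% in D0 and 27.2% and 27.1% in D2. Within the matched clusters 1006 of 1676 cells passed the rule, against 9.64% in the clusters that match Cluster-1 and 0.901% in those that match Cluster-2. In endothelial-, mural- and astroglial-like cells, where Cd74 should be low, 2.36% passed (1357 cells, median of 3890 UMIs), compared to 6.59% of the kept cells outside the matched clusters (median of 6721 UMIs). Counting every cell with a UMI of Cd74, 15.4% were in the matched clusters as the mean of the 8 libraries. Pooled, these were 1210 of 9063 cells (13.4%). In D2-3, 320 cells passed the rule, of which 86.9% were in the matched clusters, and the mean of 9 libraries was 50.7%. The rule was applied to Cd74 after the data had been seen.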

### Microglial homeostatic signatures are reduced in remaining microglia under PLX treatment and early stage repopulation

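Summed over the kept myeloid cells, 12805 genes were tested, of which 2612 were called in D0 against Ctrl (1556 higher, 1056 lower) and 2259 in D2 against Ctrl (1278 higher, 981 lower) at an adjusted p under 0.05 by edgeR's quasi-likelihood test. By ratio, D2-3 in the fit moved the count of D0 most, to 477 genes (423 higher, 54 lower). The Cell Ranger version as a term moved that of D2 most, to 943 genes (646 higher, 297 lower). By number of genes, D2-3 with the version as a term moved D2 most, to 3874 genes (2299 higher, 1575 lower). Leaving out Ctrl-2, Ctrl-3, D0-2 or D0-3 gave 1560, 1108, 1138 and 1590 genes in D0, and leaving out Ctrl-2 or Ctrl-3 gave 1472 and 1168 in D2. Of the 43 genes the paper names, 20 were called in D0 and 18 in D2, or 23 and 24 when adjusted over the list alone, although the study chose that list on these samples. P2ry12 went from 2487 ± 369 CPM in Ctrl to 1062 ± 190 in D0 and 527 ± 12.3 in D2 (SD, n = 3, 3 and 2), with log2 fold changes of -1.23 (SE 0.155, adjusted p = 0.000946) and -2.24 (SE 0.187, adjusted p = 8.9e-05). P2ry13 (ENSMUSG00000036362, chromosome 3 of GRCm38, 59207892 to 59210882) changed by -1.62 (SE 0.323, adjusted p = 0.00973) and -2.45 (SE 0.390, adjusted p = 0.00336). Tmem119 was at 1216 ± 182, 645 ± 189 and 331 ± 156 CPM, a log2 fold change of -0.91 in D0 (SE 0.274, adjusted p = 0.0450) and -1.88 in D2 (adjusted p = 0.00527). Selplg (ENSMUSG00000048163, chromosome 5, 113818536 to 113832644) changed by -0.67 in D0 (adjusted p = 0.0248) and -1.50 in D2 (adjusted p = 0.00131). Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) went from 3263 ± 61.8 to 2066 ± 171 and 1708 ± 433 CPM (log2 fold changes -0.66, adjusted p = 0.0117, and -0.93, adjusted p = 0.00446). Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) was called in D2 (-0.56, SE 0.149, adjusted p = 0.0311) but not in D0 (-0.26, SE 0.131, adjusted p = 0.196), where its 2831 ± 494 CPM in Ctrl and 2370 ± 108 CPM in D0 overlapped. With each library left out in turn, the adjusted p ranged from 0.0219 to 0.159 for Tmem119 in D0 vs Ctrl, which lost its call without Ctrl-1 (0.0512), Ctrl-2 (0.115), Ctrl-3 (0.114), D0-1 (0.104) or D0-2 (0.159). It ranged from 0.00190 to 0.0920 for Selplg in D0 vs Ctrl, whose call was lost without Ctrl-2 (0.0787), Ctrl-3 (0.0920), D0-1 (0.0561) or D0-2 (0.0909). Without D0-2, Cx3cr1 in D0 vs Ctrl was at 0.0559; without Ctrl-1, Csf1r in D0 vs Ctrl was called (0.0247), and Csf1r in D2 vs Ctrl was not called without Ctrl-2 (0.0965) or Ctrl-3 (0.110). With D2-3, which had 116 CPM of P2ry12 and 375 CPM of Cx3cr1 without TMM scaling, the 6 genes stayed lower in D2, but Cx3cr1 in D2 vs Ctrl (adjusted p = 0.0704) and Csf1r in D2 vs Ctrl (0.0780) lost their call; P2ry13 in D0 vs Ctrl stayed called (0.0425), whereas P2ry12 in D0 vs Ctrl (0.182), Tmem119 in D0 vs Ctrl (0.144), Selplg in D0 vs Ctrl (0.154) and Cx3cr1 in D0 vs Ctrl (0.456) did not.

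**Figure D2:**
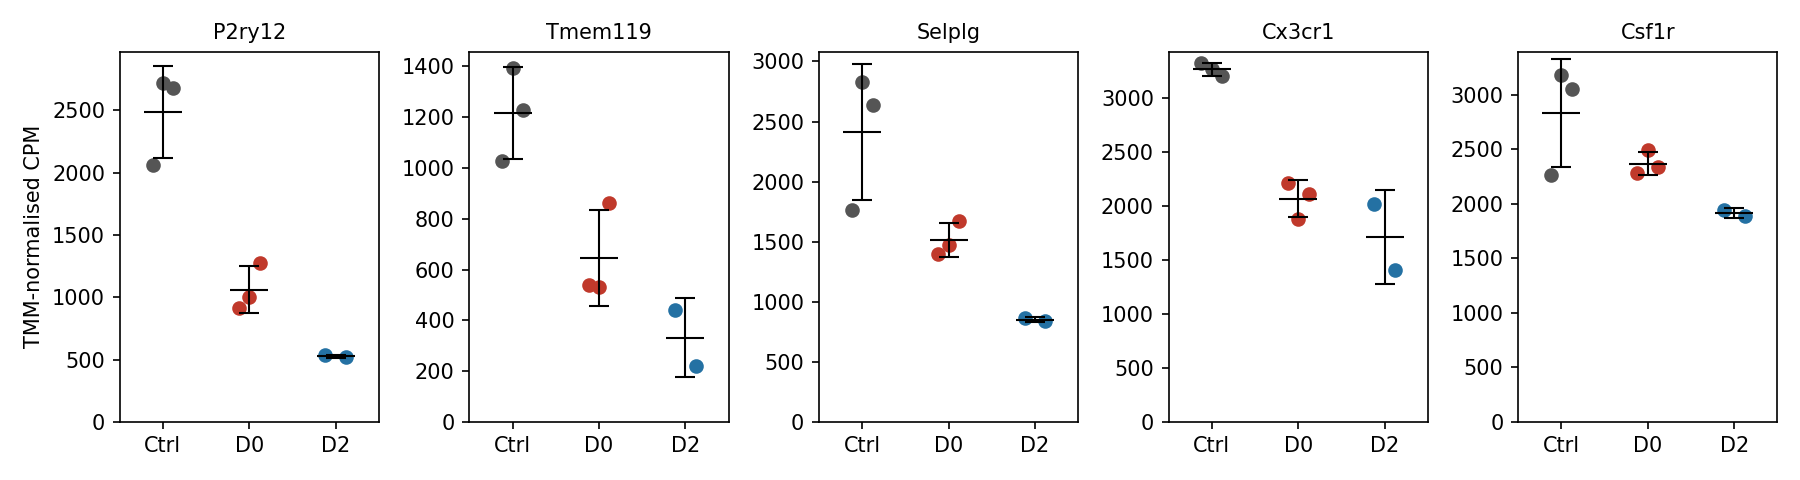
TMM-normalized CPM (y axis) of P2ry12, Tmem119, Selplg, Cx3cr1 and Csf1r summed over the kept myeloid cells of each Ctrl, D0 and D2 library; points are libraries, and black marks give the mean ± SD. P2ry12 falls from a mean of 2487 in Ctrl to 527 in D2, whereas the Csf1r values of Ctrl and D0 overlap.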

Compared to cells in control mice, cells in D0 and D2 samples had significant downregulation of microglial homeostatic genes, such as *Tmem119* (Figure 3a), *P2ry12* (Figure 3b), *P2ry13* (Figure 3c), *Seplg* (Figure 3d), *Cx3cr1* (Figure 3e) and *Csf1r* (Figure 3f). Furthermore, this downregulation of microglial homeostatic genes was observed within every cluster (Figure 3—figure supplement 1). 

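For each cluster drawn without the named genes, UMIs were summed per library where it had at least 20 cells there, and the 6 homeostatic genes were tested, where each group had 2 or more such libraries, with edgeR's quasi-likelihood test. In D0 against Ctrl, 59 of the 60 values from 10 clusters were lower, of which 7 were called at an adjusted p under 0.05. In D2, 47 of 48 values from 8 clusters were lower, of which 26 were called. None was called higher. No fit with the replicate number as a block was run within clusters. P2ry12 fell in each cluster tested, with log2 fold changes between -1.75 and -0.58 in D0 and between -2.70 and -1.41 in D2. The exceptions to the fall were Csf1r in cluster 3 in D0 (0.048, adjusted p = 0.992) and Csf1r in cluster 16 in D2 (0.033, adjusted p = 0.984). In the dendritic cell-like cluster 14, none of the 6 genes was called in either comparison, although P2ry12 changed by -1.75 (adjusted p = 0.449) and -2.70 (adjusted p = 0.195). The number called in D0 ranged from 1 to 23 with each library left out, with 23 without Ctrl-1, 3 without Ctrl-2, 1 without Ctrl-3 or D0-2 and 10 without D0-3; in D2 it ranged from 20 to 29. DESeq2 called 23 in D0 and 34 in D2. With D2-3, 5 of 60 values were called in D0 and 23 of 54 in D2, and with the Cell Ranger version as a term 47 of 60 values were lower in D0, 1 of them called, and 43 of 48 in D2, 14 of them called. Clusters 9, 10, 12, 13, 15, 16, 17 and 18 were not tested in D0, nor clusters 2, 7, 8, 9, 10, 12, 13, 15, 17 and 18 in D2. With at least 10 cells in place of 20, 83 of 87 values from 15 clusters were lower in D0 (10 called) and 58 of 59 from 10 clusters in D2 (26 called), which adds the border-associated macrophage-like cluster 15 and the monocyte-like cluster 17 to both, whereas the mitotic clusters 12 and 13 have no value.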

To validate this observation, we immunostained D0 and Ctrl brains for P2RY12 and TMEM119 (Figure 3g). The fluorescence intensity of P2RY12 and TMEM119 per IBA1+ cell was significantly decreased in D0 microglia compared to Ctrl microglia (Figure 3h,i), consistent with the transcriptomic findings.

**Figure 3.**
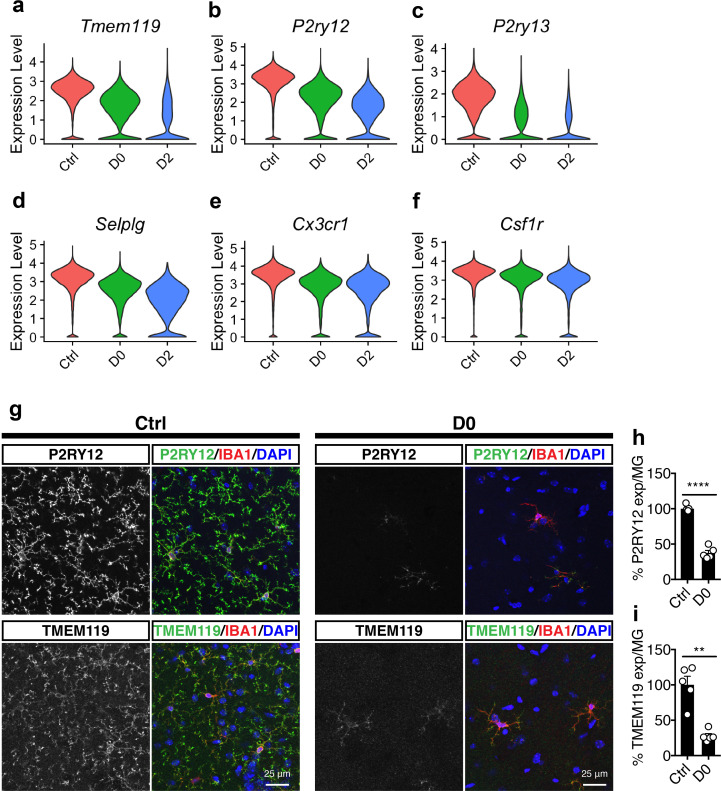
Microglial homeostatic signatures are down-regulated under CSF1R inhibition. (**a–f**) Violin plots showing expression level (log-transformed total UMI) of selected homeostatic genes: (**a**) *Tmem119*; (**b**) *P2ry12*; (**c**) *P2ry13*; (**d**) *Selplg*; (**e**) *Cx3cr1*; (**f**) *Csf1r*. (g) Representative confocal images showing P2RY12 and TMEM119 expression in naive mice (Ctrl) and PLX-treated mice (D0, 2 weeks of PLX diet). IBA1 was used as marker for microglia. Images were taken from the hippocampal region. (h) Quantification of relative P2RY12 expression level per microglial cell. Number of C57BL/6J mice (3–5 Mo) used: Ctrl (n = 5), D0 (n = 5). Unpaired t-test with Welch's correction was used. (i) Quantification of relative TMEM119 expression level per microglial cell. Number of C57BL/6J mice (3–5 Mo) used: Ctrl (n = 5), D0 (n = 5). Unpaired t-test was used. p-value summary is shown as ns (p>0.05); * (p≤0.05); ** (p≤0.01); *** (p≤0.001); **** (p≤0.0001).

**Figure 3—figure supplement 1.**
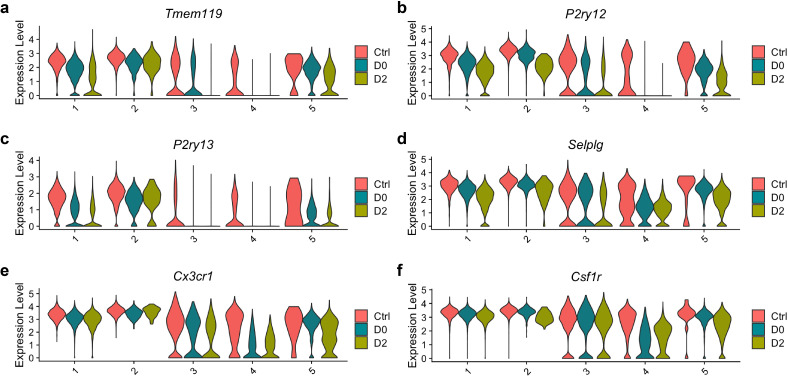
Microglial homeostatic signatures are down-regulated across all clusters. Violin plots showing expression level (log-transformed total UMI) of selected homeostatic genes in each cluster: (**a**) *Tmem119*; (**b**) *P2ry12*; (**c**) *P2ry13*; (**d**) *Selplg*; (**e**) *Cx3cr1*; (**f**) *Csf1r*.

### Mac2 expression in the CSF1R inhibition-resistant microglial population

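Of the 5 genes Il1b, Lyz2, Cd52, Cd74 and Lgals3, Cd52 had the most certain change in D0, from 345 ± 15.7 CPM in Ctrl to 1189 ± 81.4 CPM in D0 (SD, n = 3 and 3; log2 fold change 1.79, SE 0.111, adjusted p = 1.3e-05, edgeR's quasi-likelihood test). Il1b (ENSMUSG00000027398, chromosome 2 of GRCm38, 129364570 to 129371139) rose from 199 ± 72.9 to 1302 ± 637 CPM (2.71, SE 0.421, adjusted p = 0.00282). Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160), the gene of MAC2, rose from 39.4 ± 28.7 to 148 ± 32.3 CPM (1.91, SE 0.501, adjusted p = 0.0287), and to 182 ± 113 CPM in D2 (2.21, SE 0.540, adjusted p = 0.0228); without D2-2, Lgals3 in D2 vs Ctrl was at 1.38 with 1 library left and so no test. With each library left out in turn, the adjusted p of Lgals3 in D0 vs Ctrl ranged from 0.00377 to 0.100, and the call was lost without Ctrl-1 (0.0640), Ctrl-3 (0.100), D0-2 (0.0815) or D0-3 (0.0795); Lgals3 in D2 vs Ctrl was not called without Ctrl-3 (0.0798). Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) was at 1110 ± 540 CPM in Ctrl and 2062 ± 432 CPM in D0, which did not pass the threshold (0.89, SE 0.361, adjusted p = 0.112). Lyz2 in D0 vs Ctrl was called without Ctrl-2 (1.37, adjusted p = 0.0261) and with the replicate number as a block (0.98, adjusted p = 0.0121), although the labels do not say that these numbers pair libraries. With D2-3 in the fit, Il1b in D0 vs Ctrl (adjusted p = 0.0165) and Cd52 in D0 vs Ctrl (0.0229) stayed called, whereas Lgals3 in D0 vs Ctrl (0.245) was not; D2-3 had 1498 CPM of Il1b, 7055 CPM of Lyz2, 2311 CPM of Cd52 and 849 CPM of Lgals3, without TMM scaling. By size, the 5 largest rises among called genes with at least 20 CPM in the higher group and no overlap between groups were in Hist1h1b (7.32), Ube2c, Ccna2 (6.46), Birc5 (6.25) and Ccnb2 (6.16), and the 5 largest falls in Pf4 (-4.20), Bank1 (-2.45), Sema4b (-1.86), Tmem44 (-1.80) and Zfp697 (-1.74). In D2 the largest rises were in Hist1h1b (7.67), Hist1h3c (7.34), Ube2c, Ccna2 (6.47) and Mki67, and the largest falls in Pf4 (-4.38), Bank1 (-3.50), Armc3 (-2.58), Tmem44 (-2.54) and P2ry13. With D2-3 in the fit, Pf4 in D2 vs Ctrl (-2.61, adjusted p = 0.0664), Tmem44 in D0 vs Ctrl (0.140) and Zfp697 in D0 vs Ctrl (0.150) were not called. Within the microglia-like clusters alone, the log2 fold change was -0.41 for Pf4 in D0 vs Ctrl and -0.62 for Pf4 in D2 vs Ctrl, neither of them called. These genes were picked by size of change among those called, with at least 20 CPM in the higher group and no overlap between the groups.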

We next performed differential expression analysis of D0 vs. Ctrl and identified *Il-1β*, *lyz2*, *Cd52*, *Cd74*, and *Mac2*, also known as Galectin 3 (*Lgals3*), as some of most highly upregulated genes in D0 (Figure 4a, Figure 4—source data 1). Since MAC2 was shown to be a ligand for Trem2 signaling (Boza-Serrano et al., 2019), a pathway required for microglial homeostatic maintenance (Butovsky et al., 2014; Zöller et al., 2018), we then focused on further investigating the *Mac2*+ subpopulation. 

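A UMI of Lgals3 was found in 100% of the cells of the monocyte-like cluster 17 (2581 ± 172 CPM, SD over libraries), 87.7% of the dendritic cell-like cluster 14 (1047 ± 173 CPM) and 83.5% of the monocyte-like cluster 18 (783 ± 153 CPM), but in 13.8% of the border-associated macrophage-like cluster 15 (129 ± 156 CPM). Among the clusters that match Cluster-1, cluster 5 had 148 ± 105 CPM, with a UMI in 18.4% of cells, and cluster 4 had 10.1 CPM, with 4.46%. In cluster 2, of homeostatic cells, 1.54 CPM were found, with a UMI in 0.607% of cells. After thinning cells to 2000 UMIs, 0.464% of microglia-like cells of Ctrl brains (39 of 8405), 2.83% of D0 (235 of 8303, exact 95% interval 2.48% to 3.21%) and 4.17% of D2 (175 of 4196, 3.59% to 4.82%) had a Lgals3 UMI. In endothelial-, mural- and astroglial-like cells, which should lack it, the shares were 1.12% (2 of 179), 2.13% (11 of 517, 1.07% to 3.78%) and 0.617% (2 of 324, 0.0748% to 2.21%), so that the microglia-like share lay above them in D2 and not beyond counting error in D0. The clusters' median UMIs were 9139 (17), 10081 (14), 4940 (18), 7557 (15), 8189 (5), 8025 (4) and 6573 (2). Median UMIs before thinning were 7225, 8101 and 6448.5 in the microglia-like cells and 7145, 4612 and 4674 in the others. In D2-3, 28 of 591 thinned microglia-like cells (4.74%, median of 10422 UMIs before thinning) and 1 of 68 of the others (1.47%, 5754 UMIs) had one. Without thinning, the shares in microglia-like cells were 1.09%, 6.88% and 9.41%.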

Cells with expression of *Lgals3* were distributed in Cluster-1, which was highly enriched in D0 and D2, and Cluster-4 (Figure 4b). 

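In the clusters that match Cluster-4, drawn without the genes called between conditions, the share of kept myeloid cells was 6.46% ± 1.85 in Ctrl, 7.54% ± 1.91 in D0 and 6.30% ± 4.01 in D2 brains (mean ± SD; two-sided exact permutation tests, p = 0.6 and 1). The classes within them moved apart. Dendritic cell-like cells rose from 0.458% to 0.580% in the Ctrl libraries to 2.16% to 4.50% in D0 and 1.76% and 4.40% in D2 (log2 fold 2.79, adjusted p = 0.012, and 2.59, adjusted p = 0.021, edgeR's quasi-likelihood test on cell counts), although with the Cell Ranger version as a term the adjusted p was 0.0928 and 0.105, without Ctrl-2 it was 0.0579 and 0.0708, and without Ctrl-3 it was 0.0636 and 0.0792. Border-associated macrophage-like cells changed by log2 folds of -1.72 and -2.11, with an adjusted p of 0.096 in D0. MAC2+ cells that lie outside the matched clusters made up 0.773%, 0.624% and 0.851% of the kept cells in Ctrl, 4.40%, 4.82% and 2.18% in D0 and 5.29% and 9.04% in D2, every D0 and D2 library being above every Ctrl library. D2-3, with 5.03%, lay above them too, while 3.70% of its kept cells were dendritic cell-like, and with it the mean share of D2 in the clusters that match Cluster-4 was 18%.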

Although there is no significant difference in abundance within Cluster-4 cells across conditions (Figure 1k), there are substantially more *Lgals3*+ cells relative to the total microglia population at D0 and D2 (Figure 4c). Immunofluorescence staining of D0 brain tissues revealed a subset of IBA1+ microglia expressing MAC2 in both Ctrl and D0 groups, with D0 microglia having increased MAC2 intensity and a more ramified morphology (Figure 4d). After 2 weeks of PLX treatment, while 88% of IBA1+ cells were depleted (Figure 4e), the number of IBA1+MAC2+ cells was modestly increased (D0) in the hippocampus (Figure 4f). Notably, MAC2+ microglia accounted for approximately 0.68% ± 0.16 (SEM) of all IBA1+ microglia in adult hippocampus at baseline while accounting for 15.46% ± 4.55 (SEM) of all remaining microglia under CSF1R inhibition (Figure 4g). The dramatic increase in the percentage of MAC2+ microglia induced by CSF1R inhibition supports the notion that this subpopulation of microglia can survive without CSF1R signaling.

**Figure 4.**
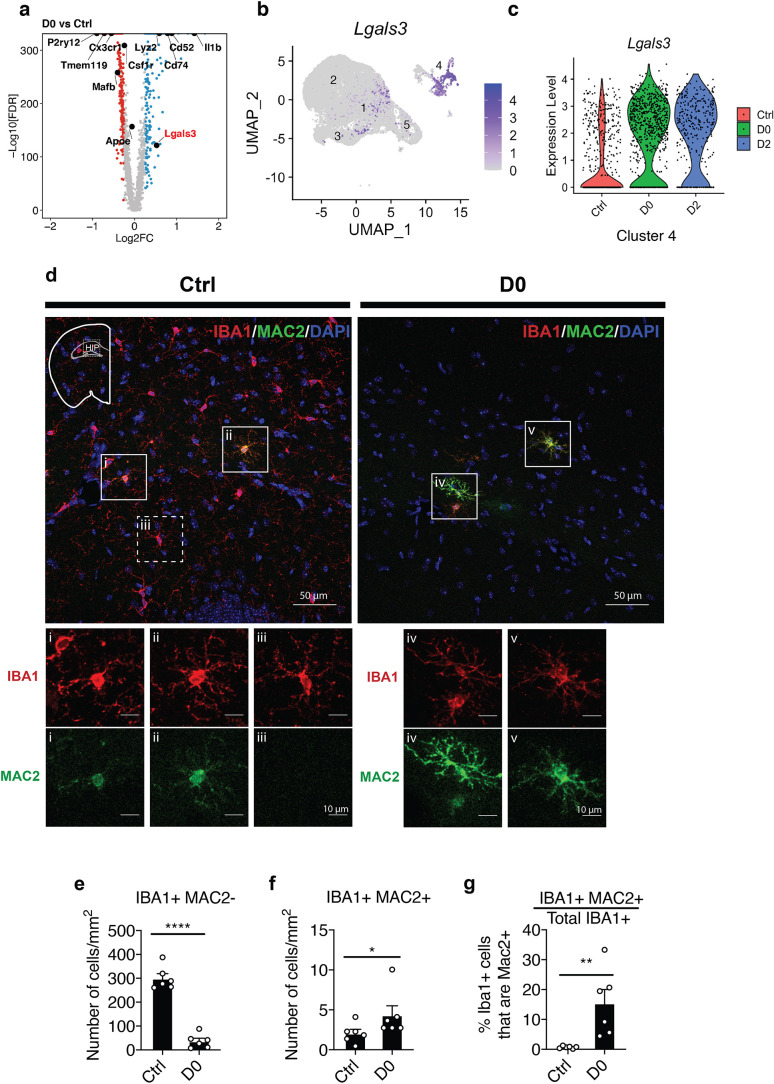
Microglia populations resistant to CSF1R inhibition express MAC2 (Galectin-3). (**a**) Volcano plot showing differentially expressed genes identified by comparison of D0 vs. Ctrl. Genes of interest are in text, with *Lgals3* (encodes for the MAC2 protein) highlighted in red. Upregulated DEGs are colored in red and downregulated DEGs are colored in blue (log fold change >0.25 or<−0.25). Complete list of DEGs can be found in Figure 2—source data 1. (**b**) UMAP plot showing expression distribution of *Lgals3* in all clusters. Log-transformed total UMI was plotted. (**c**) Violin plot showing expression of *Lgals3* in Cluster-4 in each treatment group. (**d**) Representative confocal images showing colocalization of IBA1 and MAC2 in native mice (Ctrl) and PLX-treated mice (D0, 2 weeks of PLX diet). Images were collected from the hippocampal region (shown in mini-map). Solid box highlights cell that is IBA1+MAC2+ and dotted box highlights cell that is IBA1+MAC2-. Enlarged images from the boxed area are shown in separate channels (panel i-v). (**e**) Quantification of IBA1+MAC2- cell numbers. Unpaired t-test was used. (**f**) Quantification of IBA1+MAC2+ cell numbers. Mann Whitney test was used. (**g**) Quantification of the percentage of MAC2+ cells among all IBA1+ microglia. Unpaired t-test was used. Number of C57BL/6J mice (2.5–4 Mo) used (panel e-g): Ctrl (n = 5); D0 (n = 6). Quantification in (panel e-g) was performed on images (1131.56 μm x 1938.59 μm) collected at the hippocampus using the VERSA automated slide scanner (Leica, 20x lens). Figure 4—source data 1.DEGs for D0 vs Ctrl.

### MAC2+ microglia are not derived from peripheral monocytes and are highly proliferative

Since MAC2 is a galactoside-binding protein expressed in many myeloid cells including monocytes and macrophages (Ho and Springer, 1982), one possibility is that IBA1+MAC2+ cells are over-represented under CSF1R inhibition due to monocytic replenishment from circulation. To test this hypothesis, we performed lineage tracing using the myeloid specific *CX3CR1-CreERT2* driver (Parkhurst et al., 2013) with an inducible DsRed reporter (Luche et al., 2007) (*CX3CR1-CreERT2/Rosa26-stop-DsRed*). One month after the initial tamoxifen injection, 98% of labeled monocytes in circulation are replaced by unlabeled newborn cells, whereas microglia in the brain remain RFP+ due to their extreme longevity (Parkhurst et al., 2013). Using a similar labeling strategy, we examined the lineage of the parenchymal MAC2+ cells (Figure 5a). We reasoned that if the MAC2+ microglia were derived from circulating monocytes/macrophages that lack RFP expression, there would be fewer MAC2+ microglia that express RFP after repeated PLX treatment. Instead, RFP labeling efficiency in the MAC2+ population did not differ after either single (PLX^1X^) or tandem PLX treatment (PLX^2X^) separated by a repopulation period (Figure 5b–d), indicating that the MAC2+ cells are not derived from circulating monocytes, but rather resident microglia that are internally maintained in the parenchyma.

**Figure 5.**
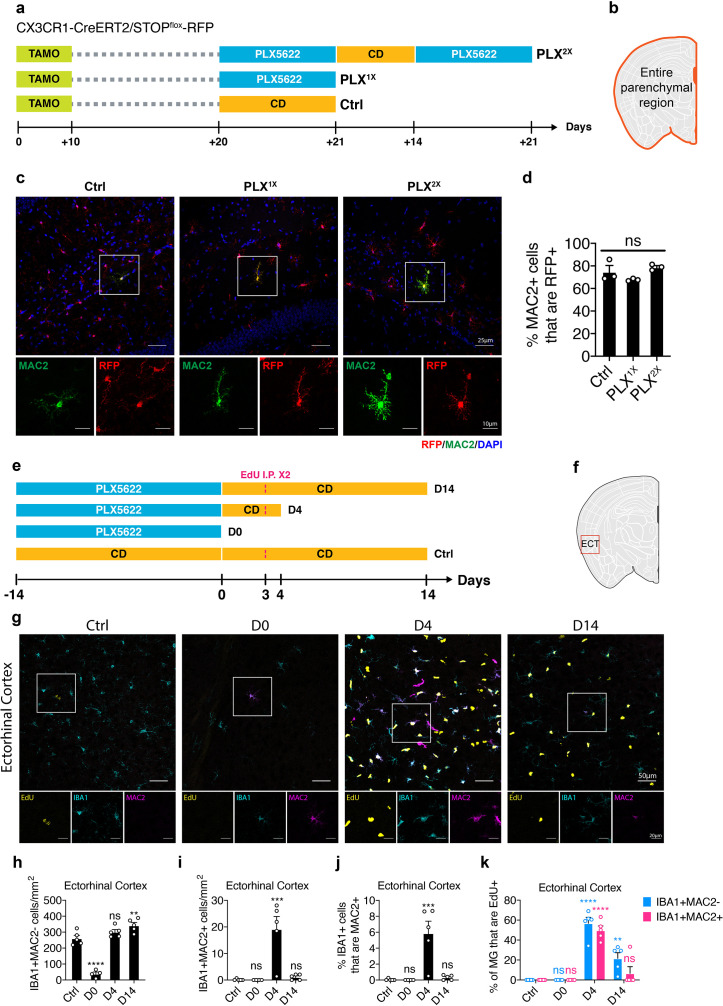
Lineage mapping shows MAC2+ microglia are not derived from circulating monocytes. (**a**) Experimental design of the lineage mapping.* Cx3Cr1-CreERT2/Rosa26-stop-DsRed* mice were injected with tamoxifen (10 days) to label microglia with RFP. Mice are either treated with PLX diet for 3 weeks (PLX^1X^) or underwent repopulation for 2 weeks and treated with PLX diet again for another 3 weeks (PLX^2X^). (**b**) Quantification area was performed on the entire parenchymal region. (**c**) Representative confocal images showing colocalization of MAC2 and RFP expression. Boxed area is enlarged and separated by each channel. Images were collected from the hippocampal region. (**d**) Quantification of the percentage of MAC2+ cell that are RFP+. Number of *CX3CR1-CreERT2/Rosa26-stop-DsRed* mice (7–9 Mo) used: Ctrl (n = 3); PLX^1X^ (n = 3); PLX^2X^ (n = 3). One-way ANOVA was used. p-value summary is shown as ns (p>0.05); * (p≤0.05); ** (p≤0.01); *** (p≤0.001); **** (p≤0.0001). (**e**) Experimental design of microglial repopulation timeline and EdU injections. C57BL/6J mice were treated with PLX diet for 2 weeks (D0) and switched to control diet (CD) to start repopulation for 4 days (D4) or 14 days (D14). EdU was injected on repopulation day 3. (**f**) Brain region used for quantification. Quantification in panel (**h–k**) was performed on images (1292.23 μm x 1130.7 μm) collected at the Eentorhinal cortex (ECT) using the VERSA automated slide scanner (Leica, 20x lens). (**g**) Representative confocal images showing immunofluorescence staining of EdU (yellow), IBA1 (cyan), and MAC2 (magenta) in the entorhinal region. Boxed area is shown by separated channels at the bottom. (**h**) Quantification of IBA1+MAC2- cells in the ECT. (**i**) Quantification of IBA1+MAC2+ cells in the ECT. (**j**) Quantification of the percentage of IBA1+ microglia that are MAC2+ in the ECT. (**k**) Quantification of the percentage of EdU+ labeling in either IBA1+MAC2- cells (blue bar) or IBA1+MAC2+ cells (red bar). Number of C57/BL6 mice (2–3.5 Mo) used: Ctrl (n = 5); D0 (n = 4); D4 (n = 5); D14 (n = 5). Statistical tests used: (1) In panels (**h–j**), one-way ANOVA with Dunnett's multiple comparisons test was used to compare with Ctrl; (2) In panels (**k**), two-way ANOVA with Dunnett's multiple comparisons test was used to compare with Ctrl for each cell population. p-value summary is shown as ns (p>0.05); * (p≤0.05); ** (p≤0.01); *** (p≤0.001); **** (p≤0.0001).

**Figure 5—figure supplement 1.**
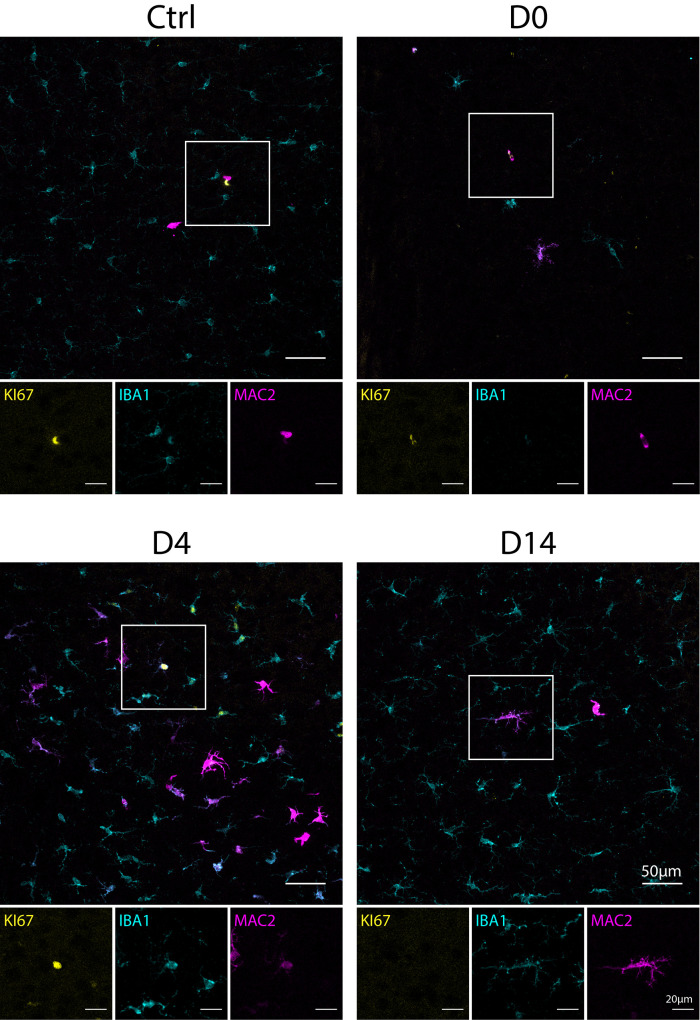
IBA1+MAC2+ cells express mitotic marker KI67 during early repopulation. Representative confocal images showing immunofluorescence staining of KI67 (yellow), IBA1 (cyan), and MAC2 (magenta) in naïve C57BL/6J mice (Ctrl), PLX-treated mice (D0), mice that underwent short-term microglial repopulation (D4) and longer-term repopulation (D14). Boxed area of image is shown in separated channels for each marker at the bottom.

We then examined the newborn microglia at day 4 and day 14 after switching mice from a PLX diet to the control diet using 5-Ethynyl-2’-deoxyuridine (EdU) pulse-chase labeling. To maximize the EdU labeling efficiency, we gave two intraperitoneal injections separated by 7 hr on repopulation day 3 (Figure 5e). In the ectorhinal cortex, we confirmed microglia repopulation (Figure 5f–h) and found that, while a subset of both MAC2+ and MAC2– microglia have incorporated Edu (Figure 5f,g), the number of IBA1+MAC2+ cells increased substantially at repopulation day 4 (D4) (Figure 5i), accounting for ~5% of total IBA1+ microglia (Figure 5j). Roughly 50% of the IBA1+MAC2+ cells were EdU+ at repopulation day 4 (Figure 5k). Their highly proliferative property was further supported by the presence of mitotic marker KI67 (Figure 5—figure supplement 1). Notably, newborn cells from the IBA1+MAC2+ population failed to retain long-term MAC2+ expression, and the number of IBA1+MAC2+ cells dropped back to homeostatic levels after repopulation day 14 (Figure 5i).

### MAC2+ cells display microglial immature signatures

To further characterize the MAC2+ microglial population, we subset the MAC2+ cells from our scRNA-seq dataset by defining MAC2+ cells as having *Lgals3* expression one standard deviation above the average log UMI counts. 

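The rule was applied to ln(1 + UMIs of Lgals3 per 10000) over the 25781 kept myeloid cells of the 8 libraries, whose mean was 0.171 and SD 0.621. The limit was thus 0.793, or 1.21 UMIs per 10000, and 1902 cells were above it. Of these, 385 held a single UMI of Lgals3, and 433 cells with a UMI were not MAC2+, since their total of UMIs was too high for it to pass. In D2-3, where the same limit was used, 640 cells were MAC2+.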

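MAC2+ cells were followed to the clusters drawn without Lgals3. Their share in the 4 clusters that match Cluster-4 averaged 58.8% ± 18.8 (SD) over the 8 libraries, and was 60%, 88.7% and 64.7% in Ctrl, 40.4%, 56.5% and 79.8% in D0 and 34.4% and 46.2% in D2 brains. Of the alternatives, a UMI of Lgals3 as the only requirement gave the lowest mean, 51.6%, and at least 2 UMIs the highest, 66.6%. Of the matched clusters, Lgals3 was found mostly in those of dendritic cell-like and monocyte-like cells. D2-3 had 88.8% of its MAC2+ cells there, and with it the mean was 62.2% ± 20.2.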

Overlay of the MAC2+ cells on the UMAP plot showed that they were largely derived from Cluster-4, with some cells distributed in the chemokine-enriched Cluster-1 and ribosomal-enriched Cluster-3 (Figure 6a). 

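Pooled over the libraries, 1036 MAC2+ cells (54.5%) fell into the clusters that match Cluster-4, 442 into those that match Cluster-1, 191 into those that match Cluster-3, 53 into mitotic clusters and 38 into those that match Cluster-2; the last 142 were in the low-UMI cluster 6. With at least 2 UMIs of Lgals3 required, the counts were 974, 319 and 115 in the first 3 of these, and with a Leiden resolution of 0.3 they were 1014, 474 and 167. With D2-3 there were 2542 MAC2+ cells, 1604 in the clusters that match Cluster-4, 447 in those that match Cluster-1 and 191 in those that match Cluster-3.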

A total of 1937 cells were manually distinguished and binned together as the MAC2+ cluster (Figure 6b), of which 1080 were from Cluster-4, while 653 and 126 were from the chemokine-enriched and ribosomal-enriched clusters, respectively. To investigate the gene signatures in MAC2+ cells, we next performed DEG analysis in comparison to homeostatic Cluster-2 and identified DEGs up- and down-regulated in MAC2+ cells (Figure 6c, Figure 6—source data 1). 

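UMIs of the MAC2+ cells were summed for each of the 8 libraries, and those of Ctrl cells in the clusters that match Cluster-2, without MAC2+ cells, for each of the 3 Ctrl libraries. The mean of the 3 MAC2+ groups was then set against the homeostatic Ctrl cells with edgeR's quasi-likelihood test, so that each condition weighs the same. Of 10549 genes tested, 5627 were called at an adjusted p under 0.05, 2718 higher and 2909 lower in MAC2+ cells; thinning the cells to 2000 UMIs moved the count most, to 3328, and with D2-3 it was 5174. Lgals3 defines the MAC2+ cells and is left out. Of the named genes tested, 30 of 35 were called, or 31 when adjusted over the list alone, which the study chose on these samples. The largest rises were in genes nearly without UMIs in homeostatic cells. Chil3 had 7508 UMIs in MAC2+ cells and 3 in homeostatic cells, a ratio of 9278 after scaling to the total UMIs (exact 95% counting interval 3174 to 45001). Napsa (7300 and 4 UMIs), Cd209a (7497 and 6), Ly6c2 (4813 and 4) and Gpr141 (1228 and 1, ratio 4553, interval 816 to 179960) followed; these are among the markers used here to name dendritic cell-like or monocyte-like cells. The largest falls were in Bank1 (-3.82 on the log2 scale), Slc2a5 (-3.57), Tmem44 (-3.30), Csmd3 (-3.23) and Khdrbs3 (-3.12).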

Among the DEGs, early microglial development genes such as *Lyz2*, (Matcovitch-Natan et al., 2016), was significantly upregulated, while mature microglia signature genes such as *Tmem119*, *Mafb*, *Cx3cr1,* and *Csf1r* (Matcovitch-Natan et al., 2016) were downregulated (Figure 6c).

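Lyz2 was at 313 ± 29.6 CPM in homeostatic Ctrl cells (SD, n = 3 libraries) and at 14111 ± 9310 CPM in MAC2+ cells of Ctrl, 11026 ± 5559 CPM of D0 and 7140 ± 2091 CPM of D2 brains, a log2 fold change of 5.05 (SE 0.493, adjusted p = 4.3e-06, edgeR's quasi-likelihood test). Tmem119 was at 1240 ± 208 CPM in homeostatic cells and 278 ± 79.3, 169 ± 19.3 and 125 ± 70.6 CPM in the MAC2+ cells (-2.79, SE 0.222, adjusted p = 8.8e-07). Cx3cr1 changed by -1.78 (SE 0.187, adjusted p = 8.0e-06) and Csf1r by -1.37 (SE 0.164, adjusted p = 2.3e-05). With D2-3 the calls stayed, at 5.23 for Lyz2 in all MAC2+ vs homeostatic cells and -2.88 for Tmem119 in all MAC2+ vs homeostatic cells. The MAC2+ cells include dendritic cell-like and monocyte-like cells, of which clusters 14 and 17 had 85.7 and 17.4 CPM of Tmem119. Within the microglia-like clusters alone, MAC2+ cells against other cells of the same library (7 libraries) had log2 fold changes of 1.05 for Lyz2 (adjusted p = 0.0057), -0.86 for Tmem119, -0.43 for Cx3cr1 and -0.47 for Csf1r.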

**Figure 6.**
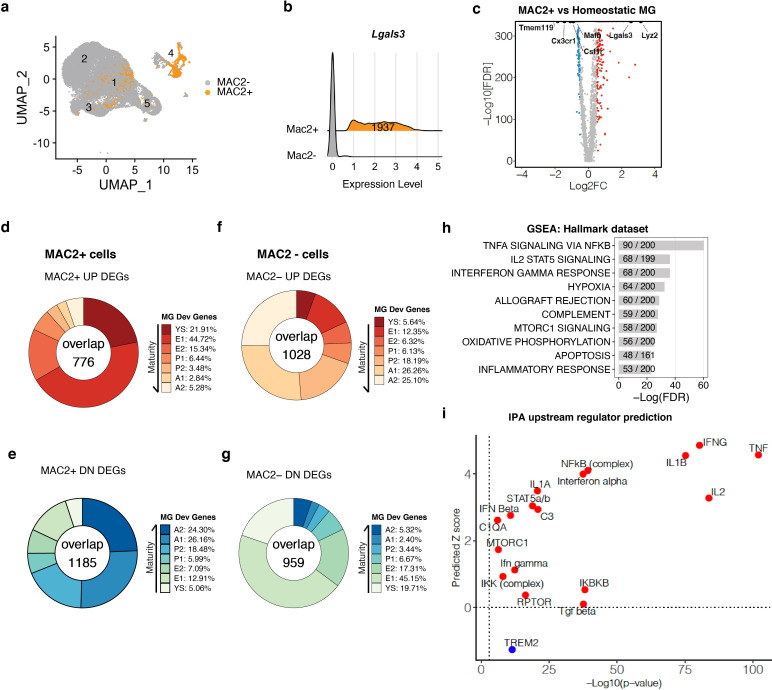
MAC2+ cells display immature microglial signatures (**a**) UMAP plot showing the spatial distribution of MAC2+ cells in different clusters. (**b**) Ridge plot showing isolation of MAC2+ cells from all clusters. MAC2+ cells were separated based on high *Lgals3* expression (mean plus one SD). (**c**) Volcano plot showing differentially expressed genes (DEGs) in MAC2+ cells compared to homeostatic microglia from Control condition (Cluster 2). Upregulated DEGs are colored in red and downregulated DEGs are colored in blue (log fold change >0.5 or <−0.5). Genes of interest are highlighted in text. (**d,e**) Donut chart showing the percentage of upregulated DEGs (**d**) and downregulated DEGs (**e**) in MAC2+ cells overlapping with developmental marker genes identified in Matcovitch-Natan and Winter et al. (**f,g**) Same analysis as in d,e, for DEGs in MAC2- cells. (**h**) Bar plot showing top-10 hallmark pathways enriched in all MAC2+ DEGs from Gene Set Enrichment Analysis (GSEA). The fraction in the bar shows the number of genes found in the DEGs (numerator) over the number of total genes curated for the corresponding pathway (denominator). (**i**) Scatterplot showing selected upstream regulators and their predicted z scores against the -Log10(p-value) based on all MAC2+ DEGs using Ingenuity Pathway Analysis (IPA). Figure 6—source data 1.DEGs for MAC2+ cells vs homeostatic microglia and DEGs for MAC2- vs MAC2+ cells.

**Figure 6—figure supplement 1.**
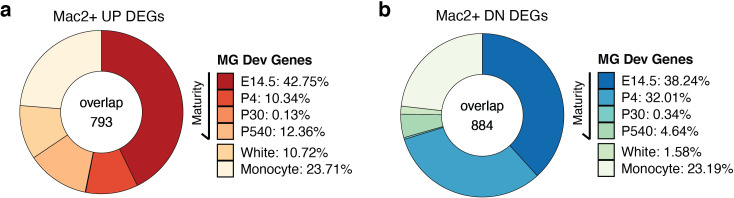
Microglia developmental gene signature analysis in MAC2+ cells. (**a,b**) Donut chart showing the percentage of upregulated DEGs (**a**) and downregulated DEGs (**b**) in MAC2+ cells overlapping with upregulated DEGs and downregulated DEGs, respectively, for each developmental stage identified in Hammond et al. White and Monocyte represent marker genes from white matter injury experiments and monocyte cell markers.

To further examine whether the MAC2+ cells resembled immature microglial progenitors during development, we compared the DEGs of MAC2+ cells with the microglial developmental gene sets identified previously (Matcovitch-Natan et al., 2016). In keeping with the original terminology, a total of 7 different gene clusters were compared, which covered the entire microglial developmental trajectory, from yolk sac (Cluster YS, day E10.5 – E12.5), early microglia (Cluster E1/E2, day E10.5 – E14), pre-microglia (Cluster P1/P2, day E14 to postnatal day 9), to adulthood (Cluster A1/A2,>1 Mo) (Matcovitch-Natan et al., 2016). Remarkably, genes associated with early development were highly enriched among the upregulated DEGs in the MAC2+ cells (Figure 6d). Specifically, 21.91% of upregulated genes were those associated with yolk sac (YS) progenitors and 44.72% were those expressed in early embryonic progenitors (E1), while only around 2.84–5.28% were those expressed in adult microglia (Figure 6d). The upregulated genes also showed similar overlap with E14.5 microglial signatures described in a previously-published single-cell RNA-seq study of microglia (Hammond et al., 2019; Figure 6—figure supplement 1). In contrast, among the downregulated DEGs from MAC2+ cells, 24.30% and 26.16% of them overlapped with the A2 and A1 adult gene signatures respectively (Figure 6e). As a control for the analysis, we examined cells lacking MAC2 expression (MAC2–), which exhibited signatures in direct contrast to MAC2+ cells. Specifically, upregulated DEGs in MAC2– cells showed significant overlap with adult microglia (26.26% and 25.10% overlapping with A1 and A2) while downregulated DEGs overlapped with early embryonic (45.15% overlapping with E1) and yolk sac progenitors (19.71%) (Figure 6g).

We next performed Gene Set Enrichment Analysis (GSEA) and upstream regulator predictions using Ingenuity Pathway Analysis (IPA) on the DEGs defining MAC2+ microglia (Mootha et al., 2003; Subramanian et al., 2005). Genes involved in Tnf signaling via NF-κb and interferon signaling were highly enriched in the DEGs (Figure 6h), with these pathways predicted to be activated (Figure 6i), whereas TREM2 signaling, a pathway required for microglial homeostatic maintenance (Butovsky et al., 2014; Zöller et al., 2018), was predicted to be inhibited (Figure 6i). TREM2 signaling is mediated via TYROBP, which is the downstream adaptor of CSF1R signaling (Otero et al., 2009). Therefore, the downregulation of TREM2 signaling could potentially explain the resistance of MAC2+ cells to CSF1R inhibition.

### MAC2+ progenitor-like cells are present among homeostatic microglia

MAC2+ cells also existed in non-treated Ctrl brains (Figure 4d). We therefore asked whether these MAC2+ cells in non-treated Ctrl brains also have progenitor-like features. 3.0% (300/10103) of cells in Ctrl brains were MAC2+, while this percentage increased in treated conditions to 9.8% (1004/10209) and to 11.2% (633/5642) in D0 and D2 brains, respectively (Figure 7a). 

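Of the kept myeloid cells, 80, 133 and 85 were MAC2+ in the Ctrl libraries (1.93%, 5.53% and 2.41%), 277, 476 and 223 in the D0 libraries (7.39%, 11.1% and 10.8%) and 288 and 340 in D2-1 and D2-2 (8.06% and 16.8%). Pooled, these were 298 of 10068 cells in Ctrl (2.96%), 9.65% in D0 and 11.2% in D2. As means of libraries, the shares were 3.29% ± 1.95 (SD), 9.75% ± 2.05 and 12.4% ± 6.17. The difference from Ctrl was 6.46 percentage points in D0 and 9.13 in D2, and each D0 and D2 library lay above each Ctrl library (two-sided exact permutation test, p = 0.1 and 0.2, the smallest that 3 against 3 and 2 against 3 libraries allow, so that 0.05 could not be reached). Without D2-2, the difference in D2 was 4.77 points. Over the other settings, the difference ranged from 5.54 to 8.35 points in D0 and from 6.72 to 19.9 in D2, the last with D2-3, of which 44.7% of cells were MAC2+ (mean of D2 23.2% ± 19.1, p = 0.1 by the exact test).

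**Figure D3:**
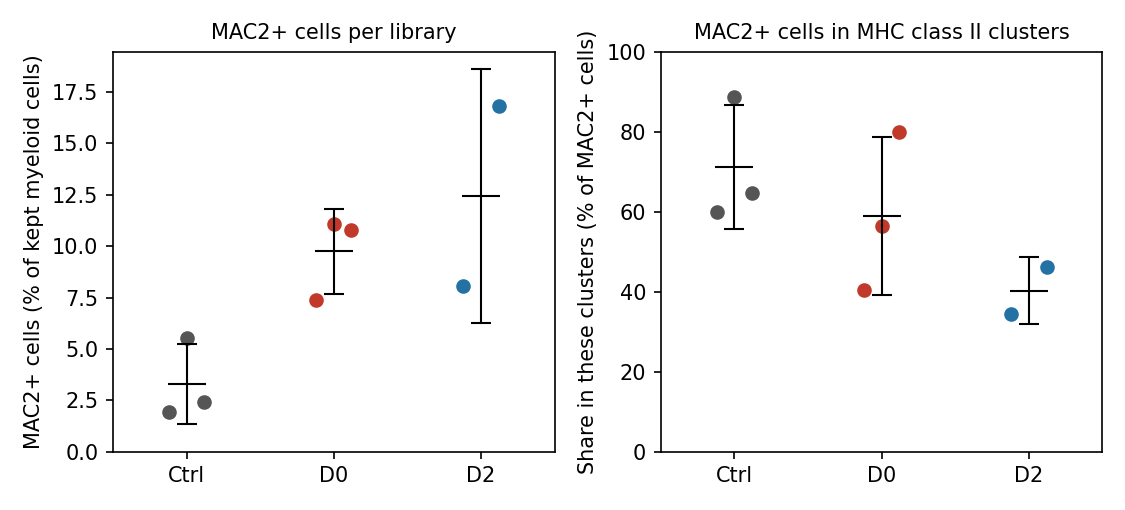
MAC2+ cells as a share of the kept myeloid cells (%, left y axis) and the share of MAC2+ cells that lie in the clusters matching Cluster-4 (%, right panel), in Ctrl, D0 and D2 libraries; each point is a library, and black marks give the mean ± SD. Every D0 and D2 library has a higher share of MAC2+ cells than the Ctrl libraries, which reach 5.53%. In the right panel, D0 overlaps with both other groups. Both D2 libraries (34.4% and 46.2%) lie below every Ctrl library (60% or more).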

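Within the 3 Ctrl libraries, MAC2+ cells were set against cells of the clusters that match Cluster-2, both from the same brains. Of 11389 genes, 3100 were called (1740 higher, 1360 lower in MAC2+ cells; edgeR's quasi-likelihood test), and 131 when MAC2+ cells in the clusters that match Cluster-4 were left out. Outside those clusters the Ctrl libraries held 32, 15 and 30 MAC2+ cells, and 15 is under the minimum of 20 cells per sum. The fall to 131 can thus not be told apart from the loss of cells and of Ctrl-2. Leaving out Ctrl-2 or Ctrl-3 gave 1641 and 1436 genes. Ctrl-2, which held 133 of the 298 MAC2+ cells, had 179 CPM of haemoglobin transcripts, against 0.731 in Ctrl-1 and 0 in Ctrl-3, and 92 of its MAC2+ cells (69.2%) were monocyte-like, against 7 and 24 in Ctrl-1 and Ctrl-3. Of the named genes tested, 27 of 37 were called, or 28 when adjusted over the list alone. Lyz2 rose by 5.49 on the log2 scale (SE 0.466, adjusted p = 4.8e-05). Tmem119 changed by -2.16 (SE 0.237, adjusted p = 0.00022), Cx3cr1 by -1.48 (SE 0.163, adjusted p = 0.00023) and Csf1r by -1.18 (SE 0.189, adjusted p = 0.00186). Without Ctrl-2, Lyz2 in Ctrl MAC2+ vs homeostatic cells rose by 4.84 (adjusted p = 1.1e-05) and Tmem119 in Ctrl MAC2+ vs homeostatic cells changed by -1.83 (adjusted p = 0.000296). Outside the clusters that match Cluster-4, Tmem119 in Ctrl MAC2+ vs homeostatic cells stayed called (-1.08, adjusted p = 0.0272), whereas Lyz2 in Ctrl MAC2+ vs homeostatic cells (2.76, adjusted p = 0.0528), Cx3cr1 in Ctrl MAC2+ vs homeostatic cells (-0.65) and Csf1r in Ctrl MAC2+ vs homeostatic cells (-0.70) were not. Among the largest rises, S1pr5 had 107 UMIs in MAC2+ cells and 0 in homeostatic cells, at least 852-fold higher, Fabp4 had 269 and 1 (ratio 6425, exact 95% counting interval 1144 to 254720), Chil3 944 and 3 (ratio 7516, 2564 to 36512), Napsa 1453 and 4, and Ly6c2 735 and 4. The largest falls were in Jam3 (-2.85), Ggt5 (-2.83), Glrp1 (-2.62), Zfp697 (-2.60) and Klhdc8b (-2.51).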

MAC2+ cells from Ctrl mice exhibited similar upregulation of developmental genes and downregulation of homeostatic markers compared to Cluster-2 cells (Figure 7b, Figure 7—source data 1). Specifically, almost all upregulated DEGs in MAC2+ cells in Ctrl brains were also upregulated DEGs in all MAC2+ cells (1026 genes vs. 151 genes) (Figure 7c). Similarly, only 21 genes out of 1664 downregulated DEGs of MAC2+ cells in Ctrl brains were not found in the downregulated DEGs of all MAC2+ cells (Figure 7d). These results suggest that MAC2+ cells in the presence and absence of CSF1R inhibition are transcriptomically indistinguishable. Indeed, MAC2+ cells from the control brain exhibited similar microglial immature signatures with elevated expression of embryonic microglial markers (Figure 7e), and reduced expression of mature microglial markers (Figure 7f), further confirming the presence of MAC2+ progenitor-like microglia in the adult mouse brain.

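Of the 10372 genes tested both in all MAC2+ cells and in those of Ctrl brains, 1708 were called higher in Ctrl MAC2+ cells, of which 1669 were also called higher in all MAC2+ cells and 39 were not. The Ctrl MAC2+ cells are part of all MAC2+ cells, and both comparisons use the same homeostatic Ctrl cells, so that some overlap follows from the design. In 20 simulations of unchanged MAC2+ cells against these Ctrl cells, no gene was called in both, and the log2 fold changes of the comparisons correlated with an r of 0.752 across genes, against 0.978 observed. No MAC2+ group was made to differ there, so that the lack of calls was set in advance. How much overlap a difference of Ctrl MAC2+ cells alone would give was not simulated, and the overlap does not show that conditions are alike. Genes are not independent replicates. With D2-3 among all MAC2+ cells, 1664 were shared and 45 were not; without Ctrl-2 or without Ctrl-3, 1098 and 940 genes were called higher in Ctrl MAC2+ cells, and 4 of them were not shared in either fit.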

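Of 1336 genes called lower in Ctrl MAC2+ cells, 1301 were also called lower in all MAC2+ cells and 35 were not, while 1608 of the 2909 genes called lower in all MAC2+ cells were not called in those of Ctrl brains. With DESeq2, 1295 of 1360 were shared, with D2-3 1245 of 1328, and without Ctrl-2 or Ctrl-3 531 of 536 and 474 of 481.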

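When MAC2+ cells of D0 and Ctrl brains were compared directly, 0 of 9912 genes were called by edgeR's quasi-likelihood test, and 1072 had an unadjusted p under 0.05; for D2 against Ctrl, 0 were called and 917 had an unadjusted p under 0.05. Groups held 3, 3 and 2 libraries, and simulated changes of 4-fold were recovered for 72.3% of genes in the D0 comparison and those of 2-fold for 18.7%; in the D2 comparison the shares were 65.3% and 13%. Tmem119 changed by -0.73 in D0 (SE 0.314, adjusted p = 0.444), Cx3cr1 by -0.55 (adjusted p = 0.504) and Csf1r by -0.34 (adjusted p = 0.597). Ube2c (4.90 in D0) and Top2a (3.18) had the lowest adjusted p among the named genes, 0.0980. Leaving out Ctrl-1, D0-1 or Ctrl-2 gave 6, 4 and 1 genes in D0, and leaving out D0-2 gave 1 in D2. With D2-3 in the fit, 0 genes were called in D0 and 0 in D2, with 734 and 567 at an unadjusted p under 0.05. Of the alternatives, the count rose most without a filter on low counts, to 343 genes in D0 and 401 in D2. With DESeq2 it was 48 and 24, among microglia-like MAC2+ cells 124 and 67, without Ctrl-2, which had 13 of them, and among monocyte-like ones 53 and 73, without Ctrl-1, which had 7. Of the named genes, 12 in D0 and 9 in D2 passed when adjusted over the list alone, against 0 over all genes. The paper proposes, from the overlap of the genes called in Ctrl MAC2+ cells with those called in all MAC2+ cells, that MAC2+ cells with and without CSF1R inhibition do not differ in their transcriptomes.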

**Figure 7.**
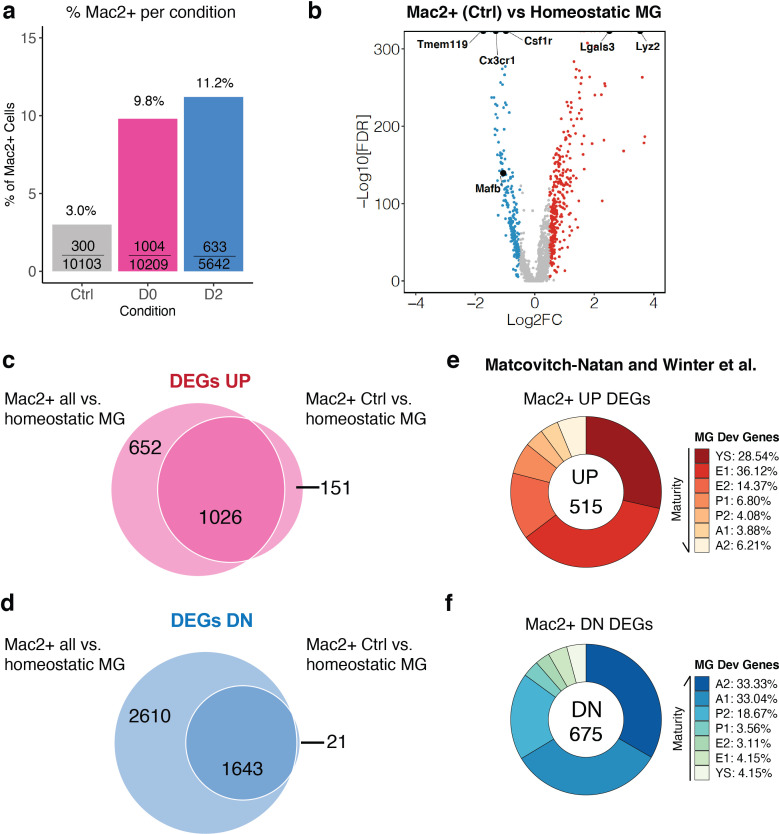
MAC2+ cells are present in naïve adult mouse brains and display immature microglial markers. (**a**) Bar graph showing the relative frequency of MAC2+ cells among all cells within each treatment group. The fraction inside each bar shows the number of MAC2+ cells within the treatment group (numerator) over the total number of cells within that treatment group (denominator). (**b**) Volcano plot showing differentially expressed genes (DEGs) of MAC2+ cells from Ctrl samples in comparison to homeostatic microglia (Cluster-2). Upregulated DEGs are colored in red while downregulated DEGs are colored in blue (log fold change >0.5 or<−0.5). Genes of interest are highlighted in text. (**c**) Venn diagram showing the common upregulated DEGs found between all MAC2+ cells (left circle) and MAC2+ cells from Ctrl samples (right circle). (**d**) Venn diagram showing the common downregulated DEGs found between all MAC2+ cells (left circle) and MAC2+ cells from Ctrl samples (right circle). (**e,f**) Donut chart showing the percentage of upregulated DEGs (**e**) and downregulated DEGs (**f**) in MAC2+ cells from Ctrl samples overlapping with developmental marker genes identified in Matcovitch-Natan and Winter et al. Figure 7—source data 1.DEGs for MAC2+ cells from control samples vs homeostatic microglia.

## Discussion

In the current study, we employed scRNA-seq to characterize the CNS myeloid population under acute CSF1R inhibition and identified a resistant microglia population that expresses MAC2 antigen. In the hippocampus, the MAC2+ microglial sub-population represented 0.68% of total microglia and did not require CSF1R signaling for survival. While the MAC2+ microglia shared transcriptomic features similar to those of circulating monocytes, lineage tracing revealed that the MAC2+ microglial population was self-sustained with no replenishment from the periphery. Remarkably, the MAC2+ population shared striking similarities with immature microglial progenitors during development. Finally, MAC2+ microglia appeared to be highly proliferative in the entorhinal region during adult microglial repopulation after acute ablation. Altogether, our data identified a heterogeneous progenitor-like microglial population that is resistant to CSF1R inhibition in adult mouse brain.

The existence of a CSF1R-independent microglial population in the adult CNS was suggested by previous studies. For example, regardless of the dose and duration of PLX treatment, 1–10% of the microglial population has been observed to survive (Acharya et al., 2016; Rice et al., 2017; Huang et al., 2018; Zhan et al., 2019). In *Csf1r* KO mice, although 99% of IBA1+ microglia are lost in almost all brain regions, 13.9% microglia remain in the hippocampus and 33.7% remain in the piriform cortex (Erblich et al., 2011). During development, although it is well known that myeloid cells require CSF1R signaling for survival, the CD45+c-kit^lo^ microglial progenitors which are found in yolk sac do not start to massively express CSF1R until days post coitum (dpc) 9.0 (Kierdorf et al., 2013). Furthermore, expression of CSF1 ligand remains mostly quiescent until yolk sac progenitors reach the brain rudiment at E10.5 (Matcovitch-Natan et al., 2016). These findings support the notion that a CSF1R-independent microglial population in the adult CNS might reflect a similar paradigm to the developmental progenitors in which alternative survival pathways are engaged.

In characterizing the remaining microglia after acute CSF1R inhibition, we recovered a subset of cells that can be distinguished by the MAC2 antigen that was also detectable under homeostatic conditions. Unlike the vast majority of the microglial population that is sensitive to CSF1R inhibitor, the MAC2+ population modestly increased in response to the drug (Figure 4f). The MAC2+ cells uncovered under either homeostasis (Ctrl) or under CSF1R inhibition/early repopulation (D0/D2) exhibited striking similarities with early microglial progenitors (Figure 6). In particular, MAFB, a transcriptional factor required for microglia maturation (Matcovitch-Natan et al., 2016) was significantly downregulated. Comprehensive comparison of transcriptomes revealed that MAC2+ microglia in adult brain exhibit significant overlap with those found in yolk sac and in early embryonic development, highlighting the unusual heterogeneity and plasticity of adult microglia.

MAC2, also known as Galectin-3, is a galactoside-binding protein highly expressed in myeloid cells that can be secreted to modulate a wide variety of immune functions (Rahimian et al., 2018). Using fate-mapping, we determined that the MAC2+ cells observed under CSF1R inhibition were not of monocytic origin, but represent a subpopulation of microglia. Expression of MAC2 is associated with an activated microglial state (Lalancette-Hébert et al., 2012) and has been found to promote microglial migration (Wesley et al., 2013). Microglia in *Mac2* knockout mice have far less proliferation in response to ischemic lesions (Lalancette-Hébert et al., 2012), suggesting a critical role of MAC2 in modulation of microglial proliferation. Whether deletion of *Mac2* diminishes the number of repopulating microglia following CSF1R inhibition remains to be determined. Interestingly, a more recent study showed MAC2 colocalizes with TREM2 in microglial processes, and stimulates TREM2-TYROBP signaling (Boza-Serrano et al., 2019). Whether activation of TREM2-TYROBP signaling is involved in the resistance of MAC2+ microglia to CSF1R inhibitor is not known.

Our findings revealed a progenitor population hidden among other microglia under steady-state conditions. Unlike other terminally differentiated myeloid cells, microglia are sufficiently self-maintained (Ajami et al., 2007; Mildner et al., 2007). Under acute microglial ablation, the 1–10% remaining microglia can restore the entire empty niche (Huang et al., 2018; Zhan et al., 2019), without needing any external progenitor input. However, due to the unusual plasticity of microglia, it still remains unclear whether a specialized adult progenitor is required to maintain microglial homeostasis. It had been proposed that every microglial cell could have the ability to conduct self-renewal when needed (Tay et al., 2017). Consistent with this notion, although we found that MAC2+ cells were highly proliferative during early stage microglial repopulation, a large proportion of proliferating microglia did not express MAC2. And the number of MAC2+ cells returned to Ctrl level by D14. The overall contribution of MAC2+ microglia during repopulation is hard to determine with the current approach since MAC2 expression could be very transient, and rapidly turned off once cell cycle is complete. To determine the overall contribution of MAC2+ cells to microgliogenesis, further lineage tracing studies of the descendants of MAC2+ progenitors are needed.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*M. musculus*)	C57BL/6J	The Jackson laboratory	Jax: 000664	
Genetic reagent (*M. musculus*)	*CX3CR1-CreERT2*	The Jackson laboratory	Jax: 021160	
Genetic reagent (*M. musculus*)	*Rosa26-stop-DsRed*	doi: 10.1002/eji.200636745	MGI: 104735	
Antibody	rabbit polyclonal anti-P2RY12	Dr. David Julius, UCSF	N/A	1:500
Antibody	Rabbit monoclonal anti-TMEM119	Abcam	ab209064	1:250
Antibody	Goat polyclonal anti-IBA1	Abcam	ab5076	1:500
Antibody	Rat monoclonal anti-MAC2	Cedarlane	CL8942AP	1:1000
Antibody	Goat polyclonal anti-RFP	Rockland	200-101-379	1:500
Antibody	Rabbit monoclonal anti-CD74	Abcam	ab245692	1:500
Antibody	Rabbit monoclonal anti-KI67	Abcam	ab16667	1:100
Antibody	Rat monoclonal APC anti-CD11b	Tonbo bioscience	20–0112	1:100
Antibody	Mouse monoclonal TruStain FcX (anti-mouse CD16/32)	BioLegend	101319	1:50
Commercial assay or kit	Chromium Single Cell 3ʹ GEM, Library and Gel Bead Kit v3	10x Genomics	PN-1000075	
Chemical compound, drug	SYTOX Blue Dead Cell Stain	Thermofisher	S34857	1:1000
Chemical compound, drug	PLX5622	Plexxikon Inc	D11100404i	1200 mg/kg
Software, algorithm	Graphpad prism	Graphpad, San Diego, CA	RRID:SCR_002798	
Software, algorithm	Fiji	doi: 10.1038/nmeth.2019	RRID:SCR_002285	
Software, algorithm	Cell Ranger	10x Genomics	N/A	3.1.0
Software, algorithm	Seurat	doi: 10.1038/nbt.4096	N/A	3.1.2
Software, Algorithm	EdgeR	doi: 10.1093/bioinformatics/btp616 doi: 10.1093/nar/gks042	N/A	3.28.1

### Mice

All animal work was performed in accordance with the Institutional Animal Care and Use Committee guidelines, at the University of California, San Francisco and at Weill Cornell Medicine, New York. Mice, with unrestricted access to water and food source, were housed in a pathogen-free barrier facility operated on a 12 hr light on/off cycle. The C57BL/6J mice were supplied by National Institute on Aging (Charles River, Wilmington, MA, USA). *CX3CR1-CreERT2/Rosa26-stop-DsRed* mice were generated by crossing the *CX3CR1-CreERT2* line (JAX: 021160) and the *Rosa26-stop-DsRed* line (MGI: 104735). Equal numbers of male and female mice were used for all experiments except for the scRNA-seq experiments, which used only female mice.

### Drug administrations

For acute microglial ablation, mice were administered CSF1R antagonist PLX5622 orally via PLX diet (1200 mg/kg PLX5622, Plexxikon Inc, Berkeley, USA). Control diet (CD) with the same base formula was used as control. For lineage mapping, tamoxifen (Sigma-Aldrich, T5648) was dissolved in corn oil and administered to the *CX3CR1-CreERT2/Rosa26-stop-DsRed* mice by intraperitoneal (I.P.) injection for 10 days at a daily dose of 2 mg. To label proliferative cells, a solution containing 20 mg/mL 5-Ethynyl-2’-deoxyuridine (EdU) (Santa Cruz, sc-284628) was prepared fresh in sterile PBS and given to mice via I.P. injection at a dose of 80 mg/kg per animal. To maximize EdU labeling, two injections, separated by 7 hr, were given on the same day (Repopulation day 3). To detect EdU-labeled cells in brain sections, Click-iT EdU imaging kits (ThermoFisher Scientific, C10337) were used following the manufacturer’s instructions before the immunofluorescence staining procedures.

### Tissue preparation for microglia isolation

Fifteen female mice (three for Ctrl, six for D0, four for D2) were perfused with PBS transcardially to remove circulating blood cells in the CNS. Whole brain was then dissected, with the cerebellum removed, and homogenized in an enzymatic digestion buffer containing 0.2% Collagenase Type 3 (Worthington, LS004182) and 3 U/mL Dispase (Worthington, LS02104). The digestion was performed at 37°C for 45 min and quenched by an inactivation buffer containing 2.5 mM EDTA (Thermofisher, 15575020) and 1% fetal bovine serum (Invitrogen, 10082147). The homogenates were kept at 4°C for all downstream applications. The homogenates were then processed for myelin depletion using myelin removal beads (Miltenyi Biotec, 130-096-733) and passed through LD column (Miltenyi Biotec, 130-042-901). The myelin-depleted fraction was then used for FACS.

### Adult microglia purification via fluorescence-activated cell sorting (FACS)

To perform immune labeling, myelin-depleted cell suspensions were incubated with TruStain fcX (BioLegend, Cat. No. 101319, clone 93) for 10 min at 4°C to block Fc receptors (1:50 dilution). To label myeloid cells, the homogenates were incubated with a Cd11b antibody conjugated with APC fluorophore for 20 min at 4°C (Tonbo bioscience, Cat: 20–0112, clone M1/70, 1:100 dilution). Sytox-blue live/dead stain (Thermofisher, S34857) was included 5 min before sorting (1:1000 dilution). Cell suspensions were then sorted on a flow cytometer (BD FACSAria II). Live Cd11b+ fraction was then sorted into pre-chilled RPMI-1640 media (Thermofisher Scientific, 12633012) containing 5% FBS. FACS gating strategy is shown in Figure 1—figure supplement 1. The FACS procedures were performed by the Flow Cytometry Core Facility at Weill Cornell Medicine, New York.

### Single-cell cDNA library preparation and sequencing

Single-cell gene expression profiling was performed using the 10x Genomics platform according to the manufacturer’s instructions (10x Genomics, Pleasanton, CA, USA). FACS sorted cells were captured in droplets that were emulsified with gel beads containing barcoded primers (https://www.nature.com/articles/ncomms14049). Single-cell expression libraries were prepared using the 10x genomics Chromium single-cell 3′ library and gel bead kit v3 reagents (10x Genomics, PN-1000075). Briefly, suspension containing 4,000–10,000 single cells were loaded into the 10x single-cell A chip and processed in the 10x Chromium controller. After reverse transcription, cDNAs were amplified by 12–14 PCR cycles. An aliquot of 10 ul cDNA product was then used for library construction, which included 14 cycles of sample index PCR to barcode samples. The quality of the cDNA library was checked by the Bioanalyzer (Agilent). KAPA qPCR was performed to measure the library quantities. A pool of all quantity-balanced libraries was then sequenced on the NovaSeq 6000 sequencer (Illumina) at an average sequencing depth of 45,889 reads/cell (post normalization). The single-cell RNA-sequencing steps were performed by the Genomics Resources Core Facility at Weill Cornell Medicine, New York.

### Bioinformatics

The Illumina BCL output files were processed by the Cell Ranger software (3.1.0, 10x Genomics). Sequencing reads were mapped to the mouse genome (mm10). A total of 36,391 cells were captured. On average, 2459 genes/cell and 7,837 UMIs/cell were detected. Over 83.8% reads were detected in cells. Downstream gene profile analyses were performed using the Seurat package in R Seurat 3.0, (Butler et al., 2018). The data set was filtered based on the following criteria: (1) cells with UMI count below 500 or above 20,000 were removed; (2) cells that have less than 200 genes were removed; (3) cells that have greater than 10% mitochondrial genes were removed; (Figure 1—figure supplement 2a-d). In addition, we also removed genes that showed expression in less than 10 cells. After data filtering and removing outliers (Figure 1—figure supplement 4) and contaminating (non-microglial) clusters, we obtained a total 25, 954 cells for subsequent analysis. The data were normalized by log transformation followed by regression based on total UMI counts and mitochondrial gene content. Principal component analysis was performed using the top 3000 most variable genes. Genes associated with principle components (1 to 10) were used for data dimensional reduction based on UMAP to generate distinctive cell clusters (Figure 1—figure supplement 2e-f). Data visualization including heatmaps, UMAP plots, and violin plots, ridge plots were generated using the following built-in functions from Seurat 3.0: ‘DoHeatmap’, ‘FeaturePlot’, ‘VlnPlot’, and ‘RidgePlot’. Differentially expressed genes (DEGs) were performed using the ‘FindMarkers’ function with log fold-change threshold set at 0.25. ﻿ GLM-framework MAST was used as statistical test for the DEG analysis (Finak et al., 2015). Cluster annotation was performed manually with reference to the Tabula-muris dataset (Tabula Muris Consortium et al., 2018). Gene network analyses were performed with gene set enrichment analysis (GESA) with molecular signatures database (MSigDB) (Mootha et al., 2003; Subramanian et al., 2005). Upstream regulator prediction was done using IPA (QIAGEN Inc, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). Differential abundance analysis of cell clusters was done using the negative binomial generalized linear model (NB GLM) in EdgeR to calculate p-values. Adapting the differential abundance analysis for mass cytometry data, we inputted counts as cells per label or sample instead of counts being reads per gene, and used the ‘glmQLFTest’ function in EdgeR (Lun et al., 2016; Robinson et al., 2010). The raw count matrix of the scRNA-seq data can be accessed on GEO with accession number (GSE150169). A list of R codes used for the analyses are available on Github (https://github.com/lifan36/Zhan-Fan-et-al-2019-scRNAseq; Zhan, 2020; copy archived at swh:1:rev:c008b3ff49d567a1abe9d9eed42afed4e9a27b42).

### Immunohistochemistry

Perfused mouse brains were fixed in 4% paraformaldehyde prepared in PBS for 48 hr and then incubated in 30% sucrose for at least another 48 hr. Coronal sections of 30 µm thickness were obtained by cutting the fixed brains on a sliding microtome (Leica, SM2010R). Sections were stored in cyroprotectant and kept at −20°C before use. To perform immunohistochemistry staining, sections near the same stereological position were used. One or two sections per mouse were used for each staining. Floating sections were washed in PBST buffer (PBS containing 0.5% Triton X-100) 3 times for five mins each. 3% normal donkey serum (NDS) was used for blocking at room temperature for 1 hr. Floating sections were incubated with primary antibodies diluted in PBST containing 3% NDS at 4°C overnight. The following primary antibodies and respective dilution ratio were used: P2RY12 (1:500, a gift from Dr. David Julius, University of California San Francisco); TMEM119 (1:250, Abcam, ab209064); IBA1 (1:500, Abcam, ab5076); MAC2 (1:1000, Cedarlane, CL8942AP); RFP (1:500 Rockland, 200-101-379); CD74 (1:500, Abcam, ab245692); KI67 (1:100, Abcam, ab16667). Antigen retrieval was performed for KI67 staining. For antigen retrieval, floating sections were incubated in sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0) at 95°C for 30 min before blocking.

Secondary antibodies were diluted at 1:1000 in PBST containing 3% NDS. Floating sections were incubated with diluted secondary antibodies at room temperature for 1 hr with gentle shaking. All secondary antibodies used were donkey IgG conjugated with different fluorophores including, Cy3, Alexa Fluor 488, Alexa Fluor 647. All secondary antibodies were obtained from Jackson ImmunoResearch. After secondary antibody staining, sections were washed in PBST for four times, 10 min each. DAPI was included in the last washing step as nuclei stain. Sections were then placed on glass slides and mounted with VECTASHIELD antifade mounting media (Vector Laboratories, H-1000).

### Microscopy

Immunofluorescence images of the sections were acquired on the VERSA automated slide scanner (Leica Biosystems, Wetzlar, Germany). The microscope was equipped with an Andor Zyla 5.5 sCMOS camera (Andor Technologies, Belfast, UK) and was funded under NIH S10 grant OD021717. Image acquisition was performed using the ImageScope software (Aperio Technologies, Vista, CA). The output SCN image files were processed by the Bio-Formats software (Linkert et al., 2010). Confocal microscopy was performed on a Zeiss LSM880 inverted scanning confocal microscope (Carl Zeiss Microscopy, Thornwood, NY). The microscope is equipped with 2 PMT detectors, a high-sensitivity GaAsP detector, and a 32-GaAsP Airyscan super resolution detector. Images were acquired using the Zeiss Zen imaging software. Z-stacks of confocal images were acquired with 8–12 focal planes at 0.75–1 μm interval. Representative images were created using max projections from Z-stacks.

### Image analyses and quantification

All image analyses were performed in FIJI V1.50i (Schindelin et al., 2012). Analysis macros were written using the IJM scripting. Briefly, multi-channel images were split to each individual channel. Image segmentation was performed using the adaptive threshold approach (https://sites.google.com/site/qingzongtseng/adaptivethreshold). Cells showing two different markers (e.g. IBA1+ and MAC2+) were selected if the cell mask from each channel showed greater than 10% overlap. Quantification including cell counting and area measurement was performed using the ‘Analyze Particles’ and ‘ROI Manager’ function in FIJI. A list of the analysis IJM code used in the study are available on Github (https://github.com/lifan36/Zhan-Fan-et-al-2019-scRNAseq).

### Statistics

All experiments were performed with a minimum of at least three biological replicates. Mean values from each animal were used for computing statistical differences. Standard error of the mean (SEM) was used for error bars. Statistical analyses were performed in Graphpad prism 8.0 (Graphpad, San Diego, CA) and R (F Foundation for Statistical Computing, Vienna, Austria). Data visualization was achieved with R package ggplot2 (Wickham, 2009). Data normality was assessed using the Shapiro-Wilk normality test. F test was used to assess homoscedasticity prior to unpaired t-test and Brown-Forsythe test was used to homoscedasticity prior to ANOVA. For data with normal distribution and equal variance, unpaired t-test was used to compare two groups. One-way ANOVA was used to compare data with more than two groups. Dunnett's multiple comparisons test was used to compare difference between designated groups. Two-way ANOVA with Dunnett's multiple comparisons test was used for multiple group comparison to Ctrl. For data that failed to pass the normality test, Mann Whitney test was applied. For data with unequal variance, unpaired t-test with Welch's correction was applied. p-value and FDR are summarized as ns (p>0.05); * (p≤0.05); ** (p≤0.01); *** (p≤0.001); **** (p≤0.0001).

## Data Availability

The raw count matrix of the scRNA-seq data can be accessed on GEO with accession number (GSE150169). A list of R codes used for the analyses are available on Github (https://github.com/lifan36/Zhan-Fan-et-al-2019-scRNAseq; copy archived at https://archive.softwareheritage.org/swh:1:rev:c008b3ff49d567a1abe9d9eed42afed4e9a27b42). The following dataset was generated: ZhanLGanLFanL2020scRNA-seqNCBI Gene Expression OmnibusGSE150169

How the deposited data were processed for this re-analysis (not part of the article)

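Brain cells sorted for CD11b were profiled with the 10x Genomics single-cell platform in 9 libraries, 3 each of Ctrl, D0 and D2 mice. Each Ctrl library came from 1 mouse and each D0 or D2 library from 2 mice. The authors aligned the reads to the mouse genome mm10 with Cell Ranger and deposited, for each library, the raw UMI counts per gene and barcode, with the barcodes that Cell Ranger called as cells. These counts were neither normalized nor filtered further before they were deposited. The header of each file names the version of Cell Ranger, 3.0.2 in 6 libraries and 3.1.0 in 3. Gene positions were taken from the GENCODE annotation of GRCm38, in which 30934 of the 31053 genes of the files were found by identifier.

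From the counts, cells with 500 to 20000 UMIs, at least 200 genes and at most 10% mitochondrial UMIs were kept, which are the limits of the study. UMIs per cell were scaled to 10000 and log transformed, total UMIs and mitochondrial share were regressed out, and cells were clustered with the Leiden method (leidenalg 0.10.2, scanpy 1.11.5, python 3.11.15) on 10 principal components of the 3000 most variable genes, with 20 neighbours per cell, a resolution of 0.6 and a fixed seed. Genes found in fewer than 10 cells were left out of the clustering, and the 43 genes the paper names out of that of all cells. A cluster was named after a cell type, as "-like", where at least 3 markers of that type had 20 CPM or more and a log2 fold over 1 against all other cells (pseudocount 10 CPM), and at least as many as the microglia markers so raised. Otherwise it was microglia-like where at least 3 microglia markers had 100 CPM or more. A cluster with under 1/3 of the median UMIs of its libraries and no marker of its name among its top 10 genes stayed unnamed. The marker lists were fixed in advance, but the rules that turn them into names, and those that match clusters to the clusters of the study by 5 genes each (the heatmap of Figure 2a, also in Figure 2—source data 1), were set after the clusters had been seen. Names rebuilt in this way can differ from those of the study. Cells of neutrophil-, lymphoid-, endothelial-, mural-, ependymal- and astroglial-like clusters were removed. The kept myeloid cells were clustered in 2 ways: without the 43 genes the paper names, to give their levels, and without every gene called between conditions, to compare cluster sizes. No doublets were removed, as in the study; Scrublet marked 57 of 34440 cells (0.166%), too few for it to have worked, so the cells with the top 4% of its scores in each library were removed as an alternative.

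UMIs were summed per library over a set of cells, since cells are not replicates, and the sums were tested with edgeR 4.0.16 (R 4.3.3): TMM scaling, filterByExpr, quasi-likelihood test and Benjamini-Hochberg adjustment, with genes called at an adjusted p under 0.05. D0 and D2 were compared with Ctrl in 1 fit of the 3 groups, so that they share an estimate of the spread, and likewise for the MAC2+ sums. All MAC2+ cells were compared with the homeostatic cells of the 3 Ctrl libraries in a fit of both kinds of sum, and Ctrl MAC2+ cells with homeostatic cells within the Ctrl libraries alone. Fold changes are log2 values. Within clusters, a library counted where it had at least 20 cells, and a cluster was tested where each group had 2 or more such libraries. Cells per cluster were tested with edgeR as in the study, with all kept cells as the library size. Shares were compared with two-sided exact permutation tests, whose smallest p is 0.1 for 3 libraries against 3 and 0.2 for 2 against 3. MAC2+ cells had Lgals3 above the mean plus 1 SD, by the rule of the study, and the limit found in the 8 libraries was kept in every setting. MAC2+ cells were left out of the homeostatic cells they were compared with.

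The text names the 43 genes of the paper and, for each comparison, the 5 largest rises and the 5 largest falls among called genes with at least 20 CPM in the higher group and no overlap between groups. Results for some of these genes are not reported here, although counts and medians over the whole list include them. This rule, the tests, the libraries in each fit and most alternatives were chosen before the data were examined; alternatives chosen later are named as such. The alternatives were DESeq2 1.42.0, upper-quartile scaling, no filter on low counts, a fold limit of the study, only the groups compared in the fit, the replicate number as a block, each library left out in turn, D2-3 included, no upper limit on UMIs, each cell thinned to 2000 UMIs, only microglia-like clusters, other clusterings and Leiden resolutions, other rules for mitotic and MAC2+ cells and at least 10 cells per library and cluster. D2-3, which the study left out, entered only as an alternative, its cells being placed by their 30 nearest neighbours. For D0 and D2 against Ctrl, the alternative of only microglia-like clusters also left out the mitotic clusters. Values for microglia-like MAC2+ cells and for Lgals3 in microglia-like cells include them.

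The labels number the libraries of each condition. The deviations of libraries from their group means were correlated across genes for libraries of the same number, with r of 0.509, 0.298 and 0.154 for the 3 pairs of Ctrl and D0 and 0.129 and 0.258 for those of Ctrl and D2. MAC2+ and homeostatic sums of a Ctrl mouse had r of 0.331, 0.141 and 0.185. All were above 0.1, but libraries of different numbers were not compared in this way. The values can thus not show that Ctrl libraries are paired with D0 or D2 libraries, which the labels do not state. The sums of a Ctrl mouse are paired by design. The fit with the number as a block is given as an alternative only. It was not run within clusters or for cells per cluster, whose counts rest on unpaired fits.

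Each library held between 20257894 and 61230741 UMIs. The tests were checked on simulated counts with 200 genes changed: in D0 against Ctrl, 58% of 2-fold and 89.7% of 4-fold changes were recovered with 11 false calls, and in D2 against Ctrl 48% and 86%. For 1 cluster raised 8-fold, the test on cells per cluster recovered 50% of 100 simulations. Intervals on shares of cells are exact binomial intervals and cover counting error only. No pair of libraries differed by as little as the sampling noise, with a chi-square per degree of freedom of 11.9 or more. Counts of genes with near copies, such as Lyz2 and its paralog, the histone genes and the ribosomal protein genes with their pseudogenes, are uncertain, since reads may be split between copies. Gene set and upstream regulator results of the paper were not analysed here, nor were stainings, flow cytometry or lineage tracing. The first 1999 of the 7092, 7640 and 7779 rows of the paper's tables of differentially expressed genes were held, and no overlap was tested on them.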

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

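One of the tests in this part, that of monocyte-like cells per border-associated macrophage-like cell, was chosen after the result was seen; the tests on blood, on the upper limit on UMIs and on the Cell Ranger version were set before their values were looked at.

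D2-3, which the paper did not analyse, stood apart in its monocyte-like cells. In the clustering made without the genes called between conditions, these made up 36.7% of its kept myeloid cells (526 of 1432), whereas the 3 Ctrl libraries had 0.266%, 4.83% and 0.993% and the D0 and D2 libraries of the paper 1.12% to 4.21%. The upper limit on UMIs does not account for it, since without that limit the share was 24.7%, and at most 4.24% in any other library. Nor does the Cell Ranger version, since Ctrl-3, of the same version, had 0.993%, although Ctrl-2 had 4.83%. A loss of microglia alone would raise other classes alike, but D2-3 had 43.8 monocyte-like cells per border-associated macrophage-like cell, and the other libraries at most 7.00. Blood in the preparation stays open: neutrophil-like cells were 13.8% of the sorted cells of D2-3 and lymphoid-like cells 1.94%, more than in D2-1 (2.19% and 0.457%) and D2-2 (6.58% and 0.951%), while haemoglobin was low, at 0.557 CPM against 0 and 0.486. However, D0-2 had 10.4% neutrophil-like but 3.10% monocyte-like cells, and D0-3 6.60% and 4.21%, with 1.25% lymphoid-like cells. Blood leukocytes in the proportions of D0-2 and D0-3 would thus not give the monocyte-like share of D2-3. Ctrl-2, with 179 CPM of haemoglobin, had 3.45% neutrophil-like but 4.83% monocyte-like cells, and Ctrl-3 0.892% and 0.993%. In every other library of the paper the monocyte-like share was the lower one. Whether blood leukocytes in D2-3 were of another makeup was not measured. Since D2-1 and D2-2 were of the same condition, the condition itself gives no explanation for 1 library, and a difference between the pooled mice was not tested.

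Of the kept cells of D2-3, 44.7% were MAC2+ (640 cells), against 8.06% and 16.8% in D2-1 and D2-2 and at most 5.53% in Ctrl. In the clustering made without the named genes, where 477 of its cells were monocyte-like (33.3%), these held 469 of the MAC2+ cells (73.3%), and 98.3% of them were MAC2+. Among its microglia-like cells 7.32% were MAC2+, between the 5.34% of D2-1 and the 9.16% of D2-2. The high share may thus follow from the monocyte-like cells, for which blood remains the open explanation (neutrophil-like cells 13.8%); no other test was run on it.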

How the results depend on the processing

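The alternatives with the Cell Ranger version as a term, the top 4% of Scrublet scores removed, MAC2+ cells of 1 class only, libraries left out within clusters, the other gene sets for the mitotic cluster and all those for Cd74 were chosen after the data had been seen. Removal of the cells marked by Scrublet was not run, because it marked too few. Where no cause is given, the cause was not tested.

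For D0 against Ctrl (2612 genes), 8 of 13 other settings stayed within 1.5 times, with up to 3331 genes. The version as a term gave 1131 genes, D2-3 in the fit 477, D2-3 with the version as a term 1478, thinning 1428 and the microglia-like clusters alone 1276. The count ranged from 1108 to 2852 over the 8 fits that each left out one library, with 1560 without Ctrl-2, 1108 without Ctrl-3, 1138 without D0-2 and 1590 without D0-3. For D2 (2259 genes), the version as a term gave 943, D2-3 with the version as a term 3874, thinning 1343 and the microglia-like clusters 1429, and the count ranged from 1168 to 2969 over the 6 fits that left out one library (1472 without Ctrl-2, 1168 without Ctrl-3). Thinning leaves fewer UMIs and cells. The microglia-like clusters are fewer cells, and in these counts they were taken without the mitotic clusters. Of the 1131 and 943 genes, 1000 and 882 were also called without the term. The balance of rises and falls moved too: rises were 59.6% of the genes called in D0 and 55.3% to 88.7% over all these settings and fits, the highest with D2-3, and 56.6% and 54.0% to 68.5% in D2, the highest with the version as a term.

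For all MAC2+ against homeostatic cells (5627 genes), 14 of 15 settings stayed within 1.5 times, and thinning gave 3328; leaving out one library gave 4346 to 5834. DESeq2 tested more genes, and the median log2 fold change of all genes was 0.29 there against -0.07, and 0.33 against -0.10 in Ctrl MAC2+ cells. For Ctrl MAC2+ cells (3100 genes), thinning gave 1758 and MAC2+ cells outside the clusters that match Cluster-4 gave 131, with 1436 to 3034 when one library was left out (1641 without Ctrl-2, 1436 without Ctrl-3). Outside those clusters Ctrl-2 had 15 MAC2+ cells, under the minimum of 20 per sum.

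Between MAC2+ cells of D0 and Ctrl, no gene was called and 1072 had an unadjusted p under 0.05. DESeq2 called 48, no filter on low counts 343, at least 1 Lgals3 UMI 41, MAC2+ cells outside the Cluster-4 match 43, monocyte-like ones 53 and microglia-like ones 124, while no upper limit on UMIs, thinning and at least 2 Lgals3 UMIs each called 1. One library left out gave 0 to 6 (6 without Ctrl-1, 4 without D0-1, 1 without Ctrl-2). For D2, where 917 genes had an unadjusted p under 0.05, DESeq2 called 24, no filter 401, at least 1 Lgals3 UMI 53, MAC2+ cells of the Cluster-4 match 7, those outside it 12, monocyte-like ones 73, microglia-like ones 67 and thinning 1, and one library left out gave 0 to 1 (1 without D0-2). Dendritic cell-like MAC2+ cells gave 0 in both, with 590 and 478 at an unadjusted p under 0.05. Fits of 1 class held 2 Ctrl libraries, since Ctrl-2 had 13 microglia-like, Ctrl-1 7 monocyte-like and Ctrl-3 17 dendritic cell-like MAC2+ cells, under the minimum of 20.

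Within clusters, 7 falls of homeostatic genes were called in D0, 23 with DESeq2, 1 with the version as a term, and 1 to 23 with one library left out (23 without Ctrl-1, 3 without Ctrl-2, 1 without Ctrl-3 or D0-2). In D2, 26 were called, 34 with DESeq2, 14 with the version as a term, and 20 to 29 with one library left out. Of the cluster shares, 4 were called in D0. The version as a term gave 2, D2-3 gave 2, all 3000 variable genes 7, all except the named genes 10, a resolution of 0.3 gave 0 (1 at an unadjusted p under 0.05) and 1.0 gave 1, and one library left out gave 1 to 7 (7 without Ctrl-1, 1 without Ctrl-2 or Ctrl-3). In D2, 4 were called, 2 with the version as a term, 10 with all 3000 genes, 13 with all except the named genes, 0 at a resolution of 0.3 (3 at an unadjusted p under 0.05), and 1 to 6 with one library left out (6 without Ctrl-1, 1 without Ctrl-2 or Ctrl-3). The clusterings with those genes use genes that differ between conditions. The rise of the mitotic cluster held in 10 of 11 settings, and at a resolution of 0.3 it was 2.08 in D0 and 2.32 in D2 on the log2 scale, with an adjusted p of 0.0887 (range over the settings 0.000229 to 0.0887); with one library left out it was 5.20 to 5.64 and 5.35 to 5.77.

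The MAC2+ share exceeded Ctrl by 5.54 to 8.35 points in D0 and 6.72 to 19.9 in D2 over 6 other settings, and by 5.78 to 7.64 and 4.77 to 13.5 with one library left out (4.77 without D2-2, 13.5 without D2-1). The design cannot pass 0.05 there, so that the p-values say nothing about stability. The share of MAC2+ cells in the Cluster-4 match was 51.6% to 66.6% over 8 settings and 54.6% to 62.3% with one library left out. Cd74-high cells in it were, as the mean of libraries, 15.4% when every cell with a UMI of Cd74 counted, and 42.0% to 48.9% with one library left out.

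For 79 genes and comparisons there were 1647 further values, of which 1519 kept their direction and side of the threshold, 74 were no longer called, 29 were newly called, 17 moved and 8 changed sign. None of those that changed sign was called. With the version as a term these were Csf1r in D0 vs Ctrl (0.065), Lyz2 in D0 MAC2+ vs Ctrl MAC2+ (0.67), Lyz2 in D2 MAC2+ vs Ctrl MAC2+ (0.048) and Csf1r in D2 MAC2+ vs Ctrl MAC2+ (0.062). With D2-3 and the version, Lyz2 in D0 MAC2+ vs Ctrl MAC2+ was 0.62. Without Ctrl-2 it was 0.30, and over the fits that each left out one library it ranged from -0.76 to 0.30. In monocyte-like MAC2+ cells, Lyz2 was 0.17 in D0 MAC2+ vs Ctrl MAC2+ and 0.053 in D2.

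With the replicate block, 3086 genes were called in D0, 2340 in D2, 5830 in all MAC2+, 3411 in Ctrl MAC2+, and 0 in D0 and D2 MAC2+ cells (1064 and 784 at an unadjusted p under 0.05). Among the named genes the fit with this block called Lyz2 in D0 vs Ctrl (0.98, adjusted p = 0.0121, range over its settings 0.00118 to 0.475) and changed no other call.

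In simulated counts, fewest changes were recovered in the comparison of MAC2+ cells between conditions, where 2-fold changes were found for 18.7% of genes in D0 and 13% in D2, and 4-fold changes for 72.3% and 65.3%. The simulation does not separate depth and the number of libraries from the spread between them.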

Differences from the paper's values

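In this part, the tests with D2-3 and the Cell Ranger version as a term together, those of libraries left out within clusters, of the version within clusters, of Cd74-high cells, and the clusterings with other genes for mitotic cells, were chosen after the values had been seen. A gap is called closed where a value came to lie within 1.5 times the paper's or within the larger SD of it, and for fold changes within the larger error, which can be a small move.

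The paper gives 9 clusters of all cells, against 21 here, for which no alternative was set, and 5 clusters of myeloid cells, against 18 here; the 3 alternatives set before the data were examined gave 11 to 22, and none closed the gap. The numbers of clusters depend on the clustering method and its resolution, and the clusters here were grouped by their match to those of the study. The paper's text places 126 MAC2+ cells in Cluster-3, against 191 here. At least 2 Lgals3 UMIs (115), thinning to 2000 UMIs (110) and a Leiden resolution of 0.3 (167) closed the gap, and the 4 other alternatives set before the data were examined did not (up to 291).

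The shares of cells per library in Figure 1—source data 1, averaged by condition, differed from those here for 4 of the clusters. In Cluster-1 the paper's mean is 5.73% in Ctrl, 67.0% in D0 and 65.6% in D2, against 16.3%, 37.2% and 29.4% in the matched clusters here. Cluster 5 here, with 2.52%, 15.7% and 8.71%, matched no cluster of the study and is counted in none of these shares. Of the 8 alternatives set before the data were examined, clustering with all 3000 variable genes (4.68%) and with all except the named genes (5.34%) closed the gap in Ctrl and the other 6 did not; none did so in D0, where they gave 30.3% to 43.7%, or in D2 (15.3% to 43.6%). In Cluster-2 the paper's mean in D2 is 0.609%, against 4.85% here, and a Leiden resolution of 0.3 (0.559%) and all 3000 variable genes (1.22%) closed the gap, whereas the 6 others did not. In Cluster-3 it is 16.5% in D2, against 28.3% here, and all 3000 variable genes (21.6%) and the addition of D2-3 (18.9%) closed the gap, whereas the 6 others did not.

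In Cluster-5 the paper's mean is 9.36% in D0 and 10.6% in D2 in the source data, and its text gives 10% for both, against 5.85% and 6.50% in the mitotic cluster here. Thinning to 2000 UMIs (9.24% and 11.3%) and, by little, a Leiden resolution of 1.0 (6.73% and 7.08%) closed the gap to both sources in both conditions. A resolution of 0.3 (6.58% and 7.76%) and no upper limit on UMIs (6.55% and 7.47%) closed it except against the text in D0, the fit without D0-1 (6.86%) closed it in D0, and the fit without D2-1 (6.81%) against the text in D2. Clustering with all 3000 variable genes (10.2% and 12.2%) and with all except the named genes (10.1% and 11.9%) also closed it, but these were chosen after seeing the values. The remaining alternatives set before the data were examined did not, among them the rule per cell (16.1% and 17.2%). The mitotic cluster was taken for Cluster-5 before the data were examined. The unnamed low-UMI cluster 7 also matched Cluster-5 by its genes, and with it the share was 4.38% in Ctrl, 15.4% in D0 and 22.4% in D2, and 50.3% in D2-3, all above the means of the paper, whose Ctrl mean is 0.115%.

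The paper counts 1026 genes called higher both in Ctrl MAC2+ cells and in all MAC2+ cells, against 1669 here. Of 15 alternatives set before the data were examined, leaving out Ctrl-2 (1094) or Ctrl-3 (936), thinning (885) and, by little, at least 1 Lgals3 UMI (1525) closed the gap, and the 11 others did not (up to 2317). For genes called higher in Ctrl MAC2+ cells alone, the paper's count is 151, against 39 here; DESeq2 (121), no filter on low counts (108) and the fit without Ctrl-1 (111) closed the gap, and the 12 others did not (down to 4). Of the genes called lower in Ctrl MAC2+ cells, the paper finds 21 that were not called lower in all MAC2+ cells, against 35 here; no upper limit on UMIs (15) and thinning (18) closed the gap, and the 13 others did not (5 to 83).

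The paper's tables of genes, of which the first 1999 of 7092, 7640 and 7779 rows were held, give natural-log fold changes of mean expression per cell, and the values here were computed on that scale. They had the sign of the paper's for 12 of 12 named genes in D0 against Ctrl, 4 of 4 in all MAC2+ cells and 4 of 4 in Ctrl MAC2+ cells, and 1, 0 and 2 of them differed. S100a9 in D0 against Ctrl has 1.67 in the paper and 0.69 here, and none of the 8 alternatives set before the data were examined closed the gap (0.31 to 0.94). In Ctrl MAC2+ cells against homeostatic cells, the paper's value for Tmem119 is -1.73, against -1.37 here, and at least 2 Lgals3 UMIs (-1.69) and the fit without Ctrl-1 (-1.53) closed the gap, whereas the 6 others did not. For Cx3cr1 the paper's value is -1.30, against -1.08 here, and at least 2 Lgals3 UMIs (-1.31) and the fit without Ctrl-3 (-1.17) closed it, whereas the 6 others did not.

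The paper states that homeostatic genes including Csf1r were lower in D0 and D2. Of the 12 values for its 6 genes, 11 were called here, and Csf1r in D0 vs Ctrl was not (-0.26, adjusted p = 0.196). It was called without Ctrl-1 (-0.38, 0.0247), and over all the settings run its adjusted p ranged from 0.0247 to 0.732. Within clusters, where the paper finds these genes lower in each cluster, 59 of 60 values in D0 and 47 of 48 in D2 were lower, but 7 and 26 were called. The most called under another setting were 23 in D0, with DESeq2 or without Ctrl-1, and 34 in D2, with DESeq2.

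The paper states that MHC class II genes rose in D0 and D2 and that Lyz2 rose in D0 with 4 other genes, which were called here. Lyz2 in D0 vs Ctrl was 0.89 (adjusted p = 0.112; range over its settings 0.00118 to 0.475). It was called with DESeq2 (0.0293), no filter on low counts (0.0295), the replicate block (0.0121), the fit without Ctrl-2 (0.0261), the microglia-like clusters alone (0.00118) and D2-3 with the version as a term (0.0437). H2-Eb1 in D0 vs Ctrl was 1.23 (adjusted p = 0.0575; range 0.00744 to 0.344). It was called with DESeq2 (0.0475), no filter (0.00744), only the groups compared (0.0153), thinning (0.0302), and without D0-1 (0.0464), D2-1 (0.0135) or D2-2 (0.0146). H2-Ab1 in D2 vs Ctrl was 1.10 (adjusted p = 0.0822; range 0.00258 to 0.439). DESeq2 (0.0175), no filter (0.0177), the microglia-like clusters (0.00258) and D2-3 with the version as a term (0.0436) called it. H2-Eb1 in D2 vs Ctrl was 1.11 (adjusted p = 0.112; range 0.0303 to 0.504), and no filter (0.0303) called it. Cd74 in D2 vs Ctrl was 1.42 (adjusted p = 0.0576; range 0.00230 to 0.348), and was called with no filter (0.00644), D2-3 (0.0468), thinning (0.0359), the microglia-like clusters (0.00230) and D2-3 with the version as a term (0.0347). Without D2-2, the log2 fold changes of the 3 genes in D2 were 0.16, 0.024 and 0.18, with no test.

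The paper describes Trem2 as reduced outside Cluster-2. Of the 14 clusters that do not match it, 3 had means above that of cluster 7, which does (2596 CPM): cluster 1 (2796), cluster 9 (2729) and cluster 4 (2675). It lists Rps26 among the genes higher in Cluster-3, but in cluster 16, one of the 3 that match it, Rps26 was at 355 CPM. This was the lowest of all clusters, and cluster 1, which also matches Cluster-3, had a higher level, given above. Figure 1—figure supplement 3 shows Ly6c1 and Ly6a as markers of the lymphoid cluster and Acta2 and Vtn as markers of the endothelial cluster. Here Ly6c1 was at 3725 CPM in endothelial-like and 0 in lymphoid-like cells, and Ly6a at 3475 and 62.5 CPM, while Acta2 was at 13846 CPM in mural-like and 1.36 CPM in endothelial-like cells, and Vtn at 5680 and 9.62 CPM. The paper places most Cd74-positive cells in Cluster-4, whereas 38.8% of Cd74-high cells were in the matched clusters here (1006 of 2595); as the mean of libraries the share was 46.1%, with 53.5% or more in the 3 Ctrl libraries and D0-3. With D2-3, added after the values had been seen, the mean was 50.7%. The paper finds the abundance of Cluster-4 unchanged. The same was found here for the matched clusters together, although the dendritic cell-like class within them rose in D0 and D2 (log2 fold 2.79 and 2.59).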

Other observations

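Calls repeated in this part from the main comparisons, such as those for S100a9 and Pf4, come from tests chosen before the data were examined. Of the tests added here, that of the Cell Ranger version in D0, without its simulations, was set before its values were seen. So were the median share of the change left within microglia-like cells and the test of Pf4. All the other added tests were chosen only after the result was seen.

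The libraries of each comparison were also split in other ways. For D0 against Ctrl, 1 of the 10 splits of the 6 libraries gave as many called genes, the real one, and the next highest count was 0. The same held for Ctrl MAC2+ cells against homeostatic cells, for the homeostatic genes within clusters and for cluster sizes in D0, while for MAC2+ cells of D0 against those of Ctrl, where no gene was called, 10 of 10 splits had to give as many, which tests nothing. Of the 10 splits for D0 against Ctrl, 4 part all 3 numbered pairs, and the highest of the others among these gave 0. Since 3 libraries against 3 allow no share under 0.1, the counts of comparisons of this size cannot by themselves exclude that the groups arise from the libraries as such. For D0 against Ctrl and Ctrl MAC2+ against homeostatic cells, the test made 11 and 2 false calls in simulated counts, compared to the 2612 and 3100 genes called. Genes varied independently in these counts. Spread of single genes is thus argued against as the source of the calls, whereas differences that run through a whole library were not simulated and stay open. For all MAC2+ cells, 1 of 100 splits gave as many genes as the 5627 called, and the next highest gave 1882, 614 and 9, which argues against groups that arise by chance.

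Of the 12805 genes, 220 were more than 2-fold apart between Ctrl-1 (Cell Ranger 3.0.2) and the mean of Ctrl-2 and Ctrl-3 (3.1.0), with a median absolute log2 difference of 0.22, against 147 genes and 0.10 between Ctrl-2 and Ctrl-3. All D0 libraries and the D2 libraries used were of the version of Ctrl-1. If the version were the whole cause of the genes called, their changes would vanish against Ctrl-1. However, of 2491 genes called in D0 against Ctrl-2 and Ctrl-3 alone, 94.7% kept their sign against Ctrl-1, with a median log2 change of 0.66 in that direction there and a median size of 0.84 against the other controls. In D2 it was 93.4% of 2969 genes, with 0.62 and 0.89. Both comparisons share the D0 or D2 libraries, which alone favours the same sign; in 20 simulations of counts in which only the version differed, at most 59.4% of the genes called kept their sign in D0, with a median change of at most 0.067, and at most 63.9% in D2, with 0.11. The version as the whole cause is thus argued against, whereas a part of the change could still follow it, since the counts fell to 1131 and 943 with the version as a term.

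D0 and D2 had similar profiles. Across the 12805 genes, which are not independent replicates, the log2 fold changes against Ctrl correlated with an r of 0.917, and 82.1% had the same sign. Both share the Ctrl libraries, and in 20 simulations of unchanged groups the mean r was 0.435 (at most 0.465) with 64.6% of the same sign and no gene called in both. Here 1080 genes were called higher in both, 651 lower in both and 0 in opposite directions. Compared directly, 0 of 12805 genes were called between D2 and D0 (751 at an unadjusted p under 0.05). Both groups received the inhibitor, which stays an open and untested explanation, and both were of 1 Cell Ranger version, which 2 of the 3 Ctrl libraries were not; among the libraries of that version alone, 0 of 13059 genes were called between D2 and D0 (724 at an unadjusted p under 0.05).

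S100a9 in D0 vs Ctrl rose in the kept myeloid cells by 3.23 on the log2 scale (adjusted p = 0.0297; range over its settings 0.000229 to 0.397), although neutrophil-like clusters had been removed. The call was lost without Ctrl-1 (0.0689), Ctrl-3 (0.103) or D0-2 (0.111), with D2-3 (0.124), with the version as a term (0.0809) and without the upper limit on UMIs (1.33, adjusted p = 0.397). Free RNA from neutrophils would give S100a8 and S100a9 alike to all classes. In D2 this was so: in 2 of 2 libraries, microglia-like cells (39.3 and 151 CPM) were within 2-fold of endothelial-, mural- and astroglial-like cells (52.1 and 167 CPM), and the 1% of cells with the most UMIs of these genes held at most 24.7% of them, which argues against neutrophils or doublets as the whole source. In D0 it was so in 1 of 3 libraries (163 against 295 CPM); in the others the cells that should lack these genes had far more (1685 and 1180 CPM) than microglia-like cells (53.6 and 53.0 CPM), and the median share held by the top 1% of cells was 53.4%, as against 39.2% to 81.5% in Ctrl. Free RNA and single cells rich in neutrophil RNA stay open there, because neither value excludes them.

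Lgals3 was found in more microglia-like cells after depletion. In D2, after thinning, the 4.17% of microglia-like cells with a UMI lay above the 0.617% of endothelial-, mural- and astroglial-like cells, which argues against free RNA as the whole source. In D0 the shares were 2.83% and 2.13%, and their intervals overlap, so that free RNA stays open. Depth is argued against, since the lowest D0 library had 1.86% at equal depth and the highest Ctrl library 0.509%. MAC2+ cells made up 0.610% to 0.870% of the microglia-like cells of the Ctrl libraries, 2.10% to 4.87% of D0 and 5.34% and 9.16% of D2. A hypothesis is that some microglia-like cells gain Lgals3 after CSF1R inhibition, which for D0 rests on a difference that free RNA could give (2.13%).

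MAC2+ cells were also compared with other cells of the same library, in which case 5883 of 11219 genes were called (8 libraries). Markers of monocytes had a median log2 fold change of 7.69 over 10 genes and those of dendritic cells 5.40 over 8, while those of microglia had -1.62 over 14. Within microglia-like clusters (7 libraries), 2073 of 10754 genes were called, 1092 higher and 981 lower, and the microglia markers had a median of -0.59. The only dendritic cell marker tested there was 2.25 higher in MAC2+ cells, and 3 monocyte markers had a median of 0.24. Dendritic cell-like and monocyte-like cells among the MAC2+ cells could lower homeostatic genes by mixture alone. Over 5 genes, a median of 33.4% of the log2 change was left within microglia-like cells, which does not settle it for the genes together. For Tmem119 the change left was -0.86 (lower in 7 of 7 libraries), and P2ry12 (-1.06), Cx3cr1 (-0.43) and Csf1r (-0.47) were lower in 7 of 7 too. A mixture of the named clusters is thus argued against as their whole cause. Misplaced cells or doublets within the microglia-like clusters could lower these genes as well and stay open.

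Between MAC2+ cells of D0 and Ctrl no gene was called over all MAC2+ cells (1072 at an unadjusted p under 0.05), but 124 were called among the microglia-like MAC2+ cells, and 67 in D2 (0 and 917 over all). Monocyte-like MAC2+ cells gave 53 and 73, whereas dendritic cell-like ones gave 0 in both (590 and 478 at an unadjusted p under 0.05). For the former classes this is consistent with a spread between libraries that comes from their differing makeup: in Ctrl, microglia-like cells were 30%, 9.77% and 32.9% of the MAC2+ cells, and monocyte-like cells 8.75%, 69.2% and 28.2%. A hypothesis is that MAC2+ cells of these classes differ between conditions where the mixture does not show it. The comparison covers few cells: Ctrl-1 and Ctrl-3 held 24 and 28 microglia-like MAC2+ cells, and Ctrl-2, with 13, was left out. Leaving out Ctrl-2 alone, with all MAC2+ cells, gave 1 gene in D0 and 0 in D2.

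Among called genes with at least 20 CPM in the higher group and no overlap between groups, Pf4 had the largest fall in D0 (-4.20) and D2 (-4.38); Lyve1, at 3.34 CPM or less, fell further in D0 (-5.22) and had no UMIs in D2. Both mark border-associated macrophage-like cells, which made up 3.24% to 4.40% of the kept cells of Ctrl, 0.442% to 2.35% of D0 and 0.588% and 1.23% of D2 (two-sided exact permutation test, p = 0.1 and 0.2, the smallest possible). Fewer such cells could explain the fall, but within the class, as clustered without the named genes, Pf4 was 8.28-fold lower in D0 and 6.73-fold lower in D2, at 1078, 130 and 160 CPM (4037, 84 and 40 UMIs pooled over libraries, with no test). Whether the class lost Pf4 or its cells after depletion are others that fall into the same cluster cannot be told apart here, as only 92 cells of D0 and 35 of D2 were in it. Of 10 markers of the class, 10 were lower over all kept cells in D0 (6 called) and 9 in D2 (4 called), and within the class 9 of the 10 were lower in D0 and in D2, among them Mrc1 at 912, 147 and 320 CPM, whereas Ms4a7 was at 576, 838 and 1594 CPM (pooled over libraries, with no test).

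Dendritic cell-like cells rose from at most 0.580% of the kept cells in Ctrl to at least 2.16% in D0 and 1.76% in D2 (two-sided exact permutation test, p = 0.1 and 0.2, the smallest possible). A loss of microglia alone would raise all other classes alike. There were 0.920 or more dendritic cell-like cells per border-associated macrophage-like cell in each D0 and D2 library and at most 0.141 in Ctrl. Part of this ratio is the fall of the latter class, so that these 2 classes did not change alike. For the same reason the ratio cannot tell whether the dendritic cell-like share rose only because microglia were lost. The version is argued against, since Ctrl-1, of the version of D0 and D2, had 0.580%, near the 0.458% and 0.482% of Ctrl-2 and Ctrl-3. D2-3 had 3.70%. A hypothesis is that dendritic cell-like cells survive CSF1R inhibition, or enter the brain, more than border-associated macrophage-like cells do; blood in the preparation was not tested for it.

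Ctrl-2 had 179 CPM of haemoglobin transcripts, against 0.731 in Ctrl-1 and 0 in Ctrl-3, and neutrophil-like cells were 3.45% of its sorted cells, against 0.352% and 0.892%. In the clustering made without the named genes, monocyte-like cells were 4.20% of its kept cells, against 0.242% and 0.879%, and made up 92 of its 133 MAC2+ cells. The values for MAC2+ cells of Ctrl brains thus rest in part on this library, and whether blood in the preparation brought these cells was not tested.

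In the clustering without the genes called between conditions, cluster 2 held 58.0% of Ctrl-1 but 10.5% of Ctrl-2 and 9.22% of Ctrl-3.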
